# The Transcription Factors Snail and Slug Activate the Transforming Growth Factor-Beta Signaling Pathway in Breast Cancer

**DOI:** 10.1371/journal.pone.0026514

**Published:** 2011-10-20

**Authors:** Archana Dhasarathy, Dhiral Phadke, Deepak Mav, Ruchir R. Shah, Paul A. Wade

## Abstract

The transcriptional repressors Snail and Slug are situated at the core of several signaling pathways proposed to mediate epithelial to mesenchymal transition or EMT, which has been implicated in tumor metastasis. EMT involves an alteration from an organized, epithelial cell structure to a mesenchymal, invasive and migratory phenotype. In order to obtain a global view of the impact of Snail and Slug expression, we performed a microarray experiment using the MCF-7 breast cancer cell line, which does not express detectable levels of Snail or Slug. MCF-7 cells were infected with Snail, Slug or control adenovirus, and RNA samples isolated at various time points were analyzed across all transcripts. Our analyses indicated that Snail and Slug regulate many genes in common, but also have distinct sets of gene targets. Gene set enrichment analyses indicated that Snail and Slug directed the transcriptome of MCF-7 cells from a luminal towards a more complex pattern that includes many features of the claudin-low breast cancer signature. Of particular interest, genes involved in the TGF-beta signaling pathway are upregulated, while genes responsible for a differentiated morphology are downregulated following Snail or Slug expression. Further we noticed increased histone acetylation at the promoter region of the transforming growth factor beta-receptor II (*TGFBR2*) gene following Snail or Slug expression. Inhibition of the TGF-beta signaling pathway using selective small-molecule inhibitors following Snail or Slug addition resulted in decreased cell migration with no impact on the repression of cell junction molecules by Snail and Slug. We propose that there are two regulatory modules embedded within EMT: one that involves repression of cell junction molecules, and the other involving cell migration via TGF-beta and/or other pathways.

## Introduction

Breast cancer is the most frequently diagnosed malignancy in women worldwide [reviewed in [1]]. In recent years, prognosis for breast cancer has improved as a result of advances in diagnosis and treatment. Nevertheless, tumor dormancy after treatment followed by local, regional or distant recurrence is a leading cause of breast cancer mortality [reviewed in [1]]. Clinically, advanced-stage breast cancer is characterized by metastasis, a multi-step process postulated to involve cancer cell invasion, proliferation, and eventual survival in distant tissues following transport by the circulatory system [1]. An early developmental phenomenon known as ‘Epithelial to Mesenchymal Transition’ or EMT, which results in the acquisition of an invasive, mesenchymal phenotype by epithelial cells, has been postulated to play an important role in cancer metastasis [reviewed in [2]]. Recently, cell-fate mapping strategies in mouse models of mammary tumors [3] provided direct evidence for EMT.

Several proteins that are involved in EMT during early embryonic development have come under close scrutiny in cancer cell programs. In particular, the role of the Snail family of zinc finger proteins in EMT and cancer has been highlighted in several publications [reviewed in [4]]. These proteins effect changes in gene expression that are required for such important developmental processes like mesoderm formation, left-right identity and cell fate decisions [reviewed in [4]]. Responding to environmental cues, the highly related transcriptional repressors Snail (*SNAI1*) and Slug (*SNAI2*) are thought to act as master regulators, altering expression of a number of genes including E-cadherin (*CDH1*) [4], [5], [6], and contribute to physiological changes resulting in EMT [4], [7].

Despite the many similarities between Snail and Slug, there are clear differences in their biological functions. Combinatorial depletion of both factors by RNAi in an in vitro model of EMT led to a more dramatic phenotypic alteration than modulation of either factor alone [8]. Slug knockout mice can survive to adulthood, while Snail knockout mice die at gastrulation [reviewed in [4]]. Further, oncogene induction in an inducible mouse model of mammary adenocarcinoma led to robust activation of Snail, but not Slug, in the recurrent tumors that arose after withdrawal of induction and primary tumor regression [9]. Thus, while Snail and Slug collaborate towards a similar goal of enhancing tumor growth potential and induction of distant metastases, they might play important but distinct roles at each stage of the tumor dissemination process (i.e. migration, intravasation, transport to a distant site, extravasation, or adaptation and growth of the relocated cancer cells). These observations predict distinct roles for Snail and Slug, and are compatible with current models [10], [11], [12].

The TGF-beta family of signaling molecules has been implicated in the upregulation of Snail [13], [14] and Slug [15], and also in EMT [16], [17]. Additionally, TGF-beta dependent activation of Snail and Slug is thought to be mutually exclusive and context dependent [18]. The role of TGF-beta in cancer is highly complex: this pathway functions both in tumor suppression and in tumor promotion, and *TGFBR2* is frequently inactivated in breast cancer [ (reviewed in [19]], as it inhibits proliferation in normal breast cells [reviewed in [19]. Absence of *TGFBR2* and its downstream targets, including the Smad transcription factors, has been reported in different types of cancers [19], [20]. However, increased TGF-beta expression is positively correlated with breast and other cancers, as well as invasive lymph node metastases in breast cancer [10]. Smad3 and 4, downstream targets of *TGFBR2*, collaborate with Snail in downregulation of E-cadherin [21]. The TGF-beta pathway also induces Snail and Slug expression via the Smad and *HMGA2* proteins [22], [23].

In this study, we examined the transcriptional consequences of exogenous expression of Snail or Slug at the global level in a luminal breast cancer cell line, MCF7. We observed downregulation of transcripts integral to the luminal pattern of gene expression observed in primary breast tumors [24], [25]. In addition, we found upregulation of genes characteristic of the basal and claudin-low patterns [24], [25]. Further, we demonstrated the upregulation of TGF-beta signaling pathway members following Snail and Slug expression. Pharmacologic blockade of TGF-beta signaling decreased the migratory properties of cells following Snail and Slug expression. Nevertheless, inhibition of TGF-beta does not affect repression of cell junctional molecules by Snail and Slug. We therefore propose that the EMT phenotype is a sum of at least two distinct alterations: (a) changes in the transcriptional program from a luminal to a more basal or claudin-low subtype induced by transcription factors like Snail and Slug, and (b) a morphologic change resulting in increased migration induced by TGF-beta and other pathways.

## Results

### Snail and Slug regulate the expression of several genes in common, but exhibit specificity in some of their gene targets

To obtain a global view of the genome-wide impact of Snail or Slug expression in a luminal breast cancer cell model (MCF-7), we isolated RNA from MCF-7 cells 0,1, 2 and 4 days following infection with control, Snail or Slug adenovirus (figures 1A and D) and examined transcriptome changes using Affymetrix arrays. 

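MCF-7 is an established line of luminal, estrogen receptor-positive breast carcinoma cells. The cells were left untreated (day 0) or infected with an adenovirus that carried Snail, Slug or, as the control, GFP alone, and RNA was taken 1, 2 or 4 days after infection. Each of the 10 groups was measured on 3 Affymetrix U133 Plus 2.0 arrays (30 arrays), and the paper describes the RT-PCR made on the same RNA as independent biological replicates. The deposited values are the authors' RMA values on the log2 scale, so a difference of 1 is a 2-fold change in signal. No untreated cells were taken after day 0, so that the control adenovirus and the time in culture change together when control cells are set against untreated cells. The effect of Snail or Slug was therefore taken against the control adenovirus of the same day. The model of limma was fitted to all 30 arrays, and a probe set was called when its adjusted p was under 0.01 and its fold change at least 2, the thresholds of the paper. A gene is described by its probe set with the highest mean over the 30 arrays. Its change is given as log2 fold change with the standard error of the model. The comparisons, the thresholds and 28 lists of genes were set before the data were examined. The paper, its figures and File S1 had been read by then, so list members that the paper names are not independent evidence. A list member is said to have risen or fallen at an adjusted p under 0.01, and the list as a whole was tested with camera (limma) at an adjusted p under 0.05. Some groupings that mixed control with Snail or Slug arrays called nearly as many lists, as given at the end.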

After normalization, we filtered the data for genes with a two-fold or higher change in expression (up or down) and an adjusted p-value (false discovery rate) of 0.01 or lower. 

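By day 4, genes of the extracellular matrix and of TGF-beta responses were among those that stood highest above the control adenovirus, and genes of epithelial surfaces among the lowest. With Snail, the sushi-repeat matrix protein SRPX had a log2 fold change of 4.70 (standard error 0.12, adjusted p = 2.74e-22), the integrin ligand EDIL3 3.86, the collagen COL6A1 3.80 and the adaptor TGFB1I1 (Hic-5) 3.17. With Slug, SRPX changed by 3.55 (standard error 0.12, adjusted p = 5.45e-19), EDIL3 by 3.12, the secreted protease inhibitor SERPINE2 by 2.91, the collagenase MMP13 by 2.80 and the chemokine CCL26 by 2.94. The 10 largest rises with Slug also held MLLT11 (3.11) and POPDC3 (2.99). Among the genes that fell were the orphan receptor GPR160 (-5.46 with Snail, -3.33 with Slug), the water channel AQP3 (-5.43 and -3.35), the amino acid transporter SLC6A14 (-5.21 and -4.08) and the cell surface proteins CEACAM5 (-4.57 and -3.88) and CEACAM6 (-4.53 and -3.49). These genes were taken among those with an adjusted p under 0.01 and all 3 Snail or Slug arrays on the same side of all 3 control arrays. Both properties therefore hold by selection. Set against the untreated cells of day 0 in place of the control adenovirus, 6030 probe sets were called for Snail at day 4 (1594 higher and 4436 lower) and 6575 for Slug (1847 higher and 4728 lower). The control adenovirus itself differed from untreated cells in 4 probe sets at day 1, 157 at day 2 (102 to 296 with 1 array left out) and 3268 at day 4, so these counts also hold the virus and the time in culture.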

Using this filtered set of genes, we observed alterations in steady state levels of many transcripts following Snail or Slug expression relative to the day 0 and control adenovirus expressing cells (figure 1B and C). 

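In a principal component analysis of all probe sets, the Snail, Slug and control arrays of a day occupied different places on the first components, which held 55.6% and 15.58% of the variance. On the first component the untreated arrays lay at -57.6 ± 6.55 (SD, n = 3) and the control adenovirus arrays at -59.4 ± 2.01, -48.2 ± 7.59 and 35.8 ± 7.71 on days 1, 2 and 4. The Snail arrays moved from -31.6 ± 2.85 to 4.72 ± 5.69 and 103 ± 3.03, and the Slug arrays from -41.0 ± 1.87 to -10.0 ± 5.43 and 105 ± 2.89. On the second component, Snail lay at 43.6 ± 2.25, Slug at 12.1 ± 3.22 and the control at -11.7 ± 1.18 on day 1. The nearest control array of the day was 77.4, 101 and 113 units away from the Snail arrays on days 1, 2 and 4, farther than any distance within the Snail group (at most 62.7) or within the control group of the same day (at most 40.6, 64.7 and 83.6). For Slug the distance to the nearest control array was 54.4 on day 1, 64.9 on day 2 and 113 on day 4. On day 2 this is close to the largest distance within the control group. Of the 30 arrays, 29 were nearest to an array of their own group, and the exception, a control adenovirus array of day 2, was nearest to an untreated array. Correlations between arrays of a group ranged from 0.987 to 0.997, against a lowest value of 0.935 between any arrays.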

PCA analysis (Figure S1) indicated that the replicates clustered together with no outliers, and there were clear differences between the control and Snail/Slug treatments for each day.

**Figure 1:**
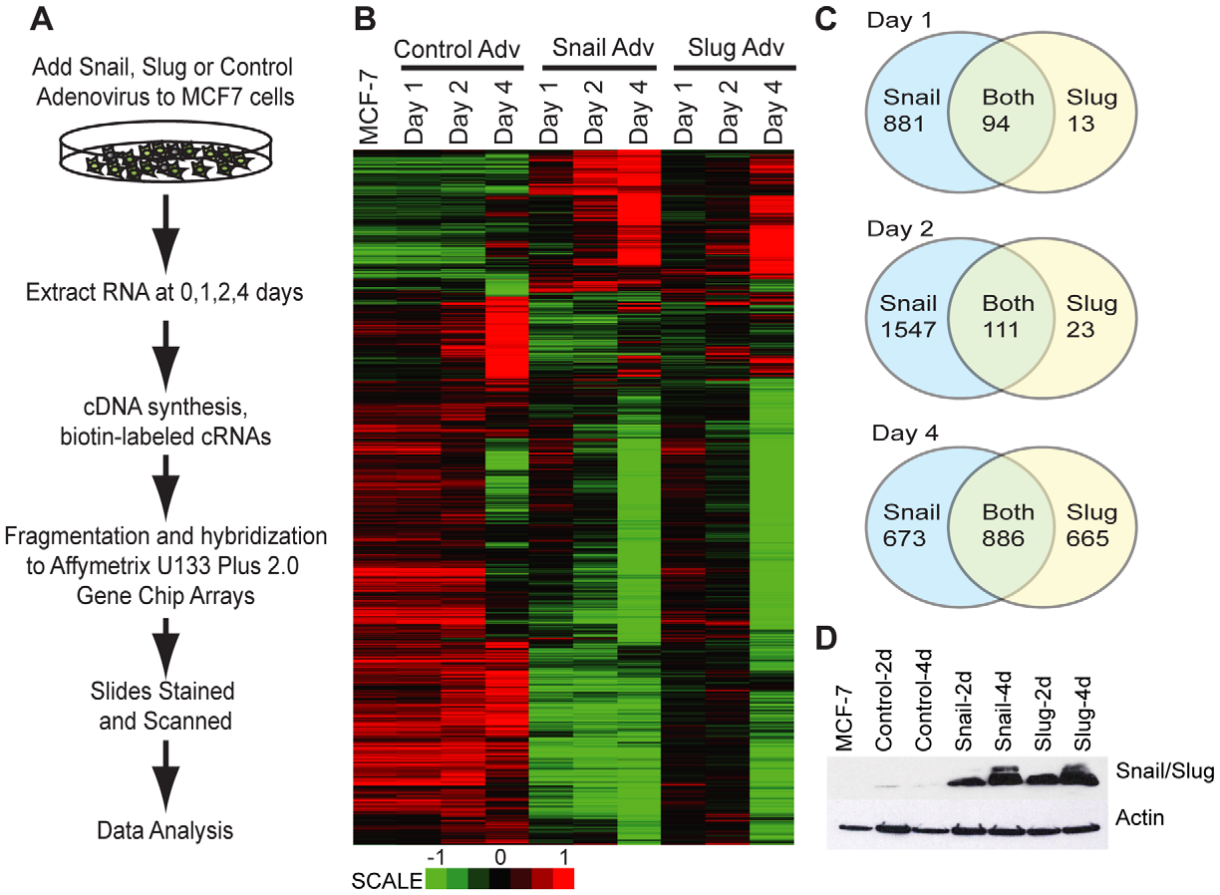
Snail and Slug regulate common and unique sets of genes in breast cancer cells. A) Schematic representation of microarray experiment. B) Heat map depicting probes with absolute fold >2 and adjusted p-value<0.01 on Day4 after Snail and Slug expression, shown over time. C) Venn diagrams showing the total number of genes that change following Snail or Slug expression, with absolute fold >2 and adjusted p-value<0.01. D) Immunoblots showing the expression of Snail, Slug or Actin in MCF-7 (untreated) and following 2–4 days of adenovirus expression.

Relative to the control-infected cells, we found significant changes in the levels of 975 genes following Snail expression, but only 107 for Slug (Figure 1C and Table S1) after one day of infection with the adenovirus. 

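After 1 day of Snail, the genes that fell most included genes of the surface and the junctions of epithelial cells. SLC6A14 changed by -4.45 (standard error 0.15, adjusted p = 4.93e-19), the epithelial gene PRR15L by -4.42, the fatty acid carrier SLC27A2 by -3.59, the actin bundler PLS1 of microvilli by -3.51, the tight junction claudin CLDN3 by -3.28, the epithelial GTPase RAB25 by -3.06 and the luminal gene AGR3 by -2.95. Among the 10 largest rises were those of CTGF (CCN2), a matricellular protein induced by TGF-beta, by 3.01 (standard error 0.17, adjusted p = 4.90e-14), the heat shock gene HSPA6 (2.84), annexin ANXA1 (2.67), the collagen crosslinking oxidase LOXL2 (2.20) and the mesenchymal cadherin CDH11 (2.01). With Slug, HSPA6 rose by 3.75 (standard error 0.17, adjusted p = 5.82e-15), CTGF by 2.89, SERPINE2 by 2.35, ANXA1 by 1.90 and the matrix protein TGFBI by 1.70, while PRR15L changed by -2.28 (standard error 0.15, adjusted p = 3.00e-11), MACC1 by -1.56, SLC27A2 by -1.44 and the fatty acid hydroxylase FA2H by -1.27. In all, 1006 of 54613 probe sets were called for Snail (188 higher and 818 lower) and 147 for Slug (84 higher and 63 lower), in 699 and 106 genes. Snail and Slug differed directly in 270 probe sets on this day (21 higher with Snail and 249 lower). SLC6A14 was lower with Snail than with Slug, at a difference of -3.50 (standard error 0.15, adjusted p = 1.18e-15), and so were the adaptor DOK7 (-2.94), PLS1 (-2.94) and RAB25 (-2.13).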

On day 2, Snail expression resulted in downregulation of 1281 and upregulation of 377 genes, while Slug expression on day 2 caused downregulation of 69 and upregulation of 65 genes (Figure 1C and Table S1). 

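At day 2 with Snail, genes of epithelial surfaces were among the 10 largest falls, and genes of secreted and matrix proteins among the 10 largest rises. SLC6A14 stood at -5.92 (standard error 0.15, adjusted p = 2.28e-22) against the control adenovirus, GPR160 at -5.08, RAB25 at -3.91, the gluconeogenic enzyme FBP1 at -3.84 and AQP3 at -3.80. Rises with Snail were seen in SERPINE2 (2.97, standard error 0.16, adjusted p = 8.57e-15), EDIL3 (2.89), TGFBI (2.83), LOXL2 (2.80), CDH11 (2.78) and the actin-binding transgelin TAGLN (2.60). With Slug, SERPINE2 rose by 3.68 (standard error 0.16, adjusted p = 1.31e-15), TGFBI by 2.77, the death receptor FAS by 1.94, the growth factor receptor EGFR by 1.93 and the Notch ligand JAG1 by 1.89. Among the 10 largest falls with Slug were PRR15L at -2.66 (standard error 0.15, adjusted p = 4.43e-13), HINT3 at -2.62, AGR3 at -2.17 and FBP1 at -1.67. Snail changed 1946 probe sets (1489 lower and 457 higher, in 1303 genes) and Slug 402 (257 lower and 145 higher, in 281 genes). Directly compared, 717 probe sets differed between Snail and Slug, among them the ephrin receptor EPHA7 (2.33, standard error 0.20, adjusted p = 3.90e-10) and the growth hormone receptor GHR (2.32), both higher with Snail.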

By day 4, Snail-treated cells had changes in the expression of 1559 genes in total, and 1551 genes for Slug (Figure 1C and Table S1). 

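The number of probe sets that differed from the control adenovirus at day 4 was 2801 for Snail and 2669 for Slug, in 1902 and 1837 genes. Proliferation genes were lower in both: of 33 cell cycle genes, 24 fell with Snail and 21 with Slug (25 and 21 adjusted over the list alone), among them the mitotic kinase BUB1 (-2.16 and -1.94) and the mitotic kinesin KIF20A (-1.96 and -2.24), while 3 and 2 rose. The list was called (adjusted p = 7.14e-10 and 1.55e-07), and with an estimated correlation the adjusted p was 0.0469 for Snail and 0.0932 for Slug. Genes that interferon induces were lower as well. Of 39 such genes, 31 fell with Snail and 35 with Slug (32 and 35 adjusted over the list alone) and none rose (adjusted p = 8.46e-17 and 7.58e-23). LAMP3 changed by -3.64 (standard error 0.17, adjusted p = 1.32e-16) with Snail and -3.65 (standard error 0.17, adjusted p = 2.00e-16) with Slug, and the antiviral synthase OAS3 by -2.50 and -2.89. In the control adenovirus cells the cell cycle list had itself moved since day 0, with 32 of 33 members lower than in untreated cells, whereas 10 of the interferon genes were higher and 11 lower. Of 10 reference genes, 3 rose and 3 fell with Snail at day 4 and 1 rose and 2 fell with Slug (as many adjusted over the list alone; adjusted p = 0.628 and 0.481). Direct comparison of Snail with Slug gave 666 called probe sets (324 higher with Snail and 342 lower). RMA sets the arrays to a common distribution, and after scaling to the poly-A spike-in controls instead, a choice made after their values were seen, the median of all probe sets in Snail against control at day 4 was -0.81 (-0.47 without control replicate 3 of that day), and Snail against Slug gave 29 higher and 9212 lower, so that the changes given here are relative to the bulk of the transcripts.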

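At an adjusted p under 0.01 and a 2-fold change, falls outnumbered rises in the comparisons with the control adenovirus except Slug at day 1. With Snail, 81.3%, 76.5% and 81.6% of the called probe sets were lower than in control cells on days 1, 2 and 4. With Slug the share was 42.9% on day 1, when 84 were higher and 63 lower, then 63.9% and 84.2%. The excess of rises for Slug on day 1 rests on this threshold and on single choices: at an adjusted p under 0.01 and any fold change 481 rose and 824 fell, at 1.5-fold or more 318 and 504, against all 9 control arrays 194 and 279, by the probe set of largest change 52 and 54 genes, and without Slug replicate 2 of that day 76 and 76. Falls were also slightly more numerous against untreated cells. At any fold change the falls at day 4 were 8411 of 16043 with Snail and 8598 of 15361 with Slug, and at an unadjusted p under 0.05 they were the fewer (11658 of 27139 and 11639 of 26449), so that at day 4 the excess of falls lies in the larger changes. Scaling to the spike-in controls, chosen after their values were seen, gave 111 higher and 15606 lower for Snail at day 4, and 6372 to 30370 lower with 1 array left out. At a 4-fold change, 106 probe sets fell and 10 rose with Snail on day 1, 259 and 54 on day 2, and 318 and 94 on day 4. For Slug the 4-fold rises were the more numerous on day 1 (7 against 1) and day 2 (15 against 3), and the falls on day 4 (241 against 48). Genes that fell 4-fold or more with Snail already on day 1 include DOK7 (-4.10, standard error 0.15, adjusted p = 2.85e-18), GPR160 (-3.33) and AQP3 (-2.80). With Slug on day 2, the called genes that fell include the calmodulin-like CALML5 (-1.90), SAMD12 (-1.97) and the relaxin RLN2 (-1.66), and those that rose include the splicing-associated RNA MALAT1 (1.96) and the RNA-binding LARP6 (2.43). By day 4 the Slug falls had reached -4.48 for the zinc finger gene ZNF165 and -3.83 for SAMD12.

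**Figure D1:**
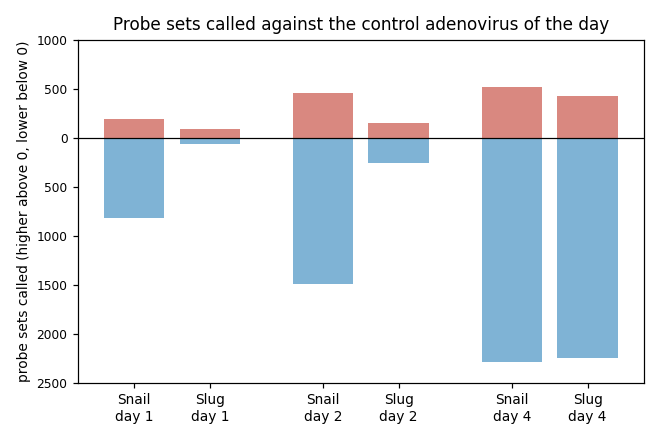
Number of probe sets called against the control adenovirus of the same day (adjusted p under 0.01 from limma and fold change of at least 2, 3 arrays per group). Bars above 0 count probe sets that were higher and bars below 0 those that were lower; at day 1 with Slug the bar above 0 (84) is the longer of the pair.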

In both cases, there are more downregulated genes than upregulated, which agrees with published literature arguing a repressive role for these proteins [4]. At the earlier time points, Snail-treated samples had more gene expression changes relative to Slug, but both achieved similar gene expression profiles by day 4 (Figure 1B). 

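Several genes that Snail had lowered within a day were further down with Slug at day 4 than at day 1. The claudin CLDN7 was at -2.75 with Snail and -0.83 with Slug on day 1, and at -3.26 and -3.03 on day 4. The epithelial transcription factor GRHL1 went from -2.69 with Snail on day 1 to -4.35 on day 4, when it was at -2.83 with Slug. Of the 1006 probe sets called for Snail on day 1, 120 were called in the same direction for Slug on day 1, 224 on day 2 and 613 (60.9%) on day 4. Calls were largely kept from day 1 to day 2, in 883 of 1006 probe sets with Snail and 119 of 147 with Slug, and 1076 of the 1946 Snail calls and 258 of the 402 Slug calls of day 2 were called in the same direction on day 4. The smooth muscle actin ACTG2 (2.67, standard error 0.16, adjusted p = 4.06e-13) and the collagen COL3A1 (2.59) were higher with Snail than with Slug at day 4, and the kinase inhibitor PKIB (-2.48) and S100A14 (-2.14) lower.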

Immunoblotting analysis (Figure 1D) revealed that there were similar levels of Snail and Slug protein expression; therefore, the difference in the number of genes regulated by Snail and Slug at earlier time points might reflect differences in binding affinity of Snail and Slug, and/or the availability of cofactors. 

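SNAI1, the gene of Snail, did not pass the test in cells infected with Snail, with log2 fold changes of 0.025 (standard error 0.15, adjusted p = 0.954) on day 1 and 0.10 and 0.27 on days 2 and 4. In Slug-infected cells SNAI1 was at 0.20, 0.33 and 0.54 (standard error 0.15, adjusted p = 0.00375) on days 1, 2 and 4, of which the last passed, a call lost in a fit of the compared groups alone, with arrays centred on their median and in 4 of 6 fits with 1 array left out. SNAI2, the gene of Slug, rose with Snail on day 1, by 0.99 (standard error 0.17, adjusted p = 6.19e-05), and on day 2, by 0.98 (standard error 0.17, adjusted p = 3.88e-05), and had a log2 fold change of -0.41 (standard error 0.17, adjusted p = 0.0513) on day 4. With Slug it was at 0.45 (standard error 0.17, adjusted p = 0.154) on day 1, rose by 0.83 (standard error 0.17, adjusted p = 9.05e-04) on day 2 and was lower than in the control by day 4, at -1.16 (standard error 0.17, adjusted p = 2.05e-06). In RMA values, SNAI2 was 8.50 ± 0.079 (SD, n = 3) with Snail and 8.35 ± 0.057 with Slug on day 2, against 7.52 ± 0.064 in control cells. Whether the probes lie within the sequence that the viruses carried is not given in the sources used here. Of 14 EMT transcription factors, including ZEB1, TWIST1 and GSC, 5 rose with Snail at day 4 and 4 rose and 2 fell with Slug (5, 4 and 2 adjusted over the list alone), ZEB1 by 0.46 (a call lost in 3 of 6 fits with 1 array left out) and 0.94, and the list was not called on any day (adjusted p = 0.0539 or more in the 6 comparisons).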

Snail and Slug did not influence the expression of each other; therefore the changes seen here are solely due to either Snail or Slug (Figure S2).

Many of the genes that changed in expression were common to both Snail and Slug; however, as reported in other systems [26], [27], there were also unique categories regulated by Snail or Slug (Figure 1C and Table S1). 

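Falls shared by Snail and Slug at day 4 include the zinc finger gene ZNF165 (-4.28 with Snail and -4.48 with Slug), and shared rises include LOXL2 (3.76 and 2.56). Probe sets called in the same direction for both numbered 120 on day 1 (60 higher and 60 lower), 314 on day 2 (95 and 219) and 1608 on day 4 (201 and 1407), and 1 probe set was called in opposite directions, on day 4. If the calls of Snail and Slug fell independently, 3.99 shared rises and 94.0 shared falls would be found on day 4. Because the comparisons share their 3 control arrays, 100 sets of arrays without any effect were simulated. Nothing was called in them for either factor, so they could hold no shared call. The covariance of their log2 fold changes was 0.00705, against 0.0470, 0.0858 and 0.189 across probe sets on days 1, 2 and 4. The simulated values varied independently of each other, so a shift common to many probe sets of a control array is not covered. Calls found with Snail alone numbered 886, 1632 and 1192, and 228, 546 and 209 of these were also called between Snail and Slug. For Slug alone there were 27, 88 and 1060, of which 5, 11 and 141 differed between the factors. Genes higher with Snail than with Slug at day 4 include the chemokine receptor CXCR4 (2.29, standard error 0.18, adjusted p = 1.18e-10), the prostaglandin receptor PTGER4 (2.52) and the actin bundler PLS3 (2.69), and genes lower with Snail include the glycosyltransferase B3GNT5 (-2.17), FRMD4B (-2.21) and GCLM of glutathione synthesis (-1.96). GCLM is a target of the stress factor NRF2. Of 18 such targets, 13 fell and 1 rose with Snail at day 4 and 4 fell and 5 rose with Slug (14, 1, 7 and 6 adjusted over the list alone; adjusted p = 3.26e-07 and 0.484), and Snail lay below Slug (adjusted p = 1.49e-12). The NRF2 call with Snail was lost against untreated cells (adjusted p = 0.0645).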

We validated some of the targets: those that were previously described for their importance in cancer, like *CDH1* [6], [28], *OCLN* [29] and *ESR1* [30] (Figure 3B) and some of the genes from our microarray analysis that were differentially regulated by Snail and Slug (Figure S3). Among the differentially expressed genes were *ITGA2*, *EXPH5* and *SGK3* for Snail and *G6PC3*, *TCF3* and *SERPINE1* for Slug (Figure S3A and B). 

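The collagen-binding integrin ITGA2 fell with Snail on each day, with log2 fold changes of -2.24 (standard error 0.19, adjusted p = 3.79e-10), -2.42 (standard error 0.19, adjusted p = 3.41e-11) and -1.05 (standard error 0.19, adjusted p = 6.74e-05) on days 1, 2 and 4. With Slug it was at -0.48, -0.28 and -0.56, none of which passed the test (adjusted p = 0.204, 0.353 and 0.0212). Compared directly, ITGA2 was lower with Snail than with Slug, at a difference of -1.77 (standard error 0.19, adjusted p = 1.87e-07) on day 1 and -2.13 (standard error 0.19, adjusted p = 1.66e-09) on day 2, and at day 4 the difference was -0.49 (standard error 0.19, adjusted p = 0.0806). EXPH5, an effector of RAB27 in vesicle transport, was with Snail at -1.59, -1.93 and -1.40 and with Slug at -0.58 (standard error 0.10, adjusted p = 6.01e-04), -0.33 and -0.60 (standard error 0.10, adjusted p = 3.31e-05). The difference of Snail from Slug in EXPH5 was -1.01 (standard error 0.10, adjusted p = 6.22e-08) on day 1 and -0.80 (standard error 0.10, adjusted p = 1.39e-06) on day 4. The highest of the 3 probe sets of EXPH5 was at 0.15 with Snail and 0.077 with Slug on day 4. G6PC3, a glucose-6-phosphatase, rose with Snail by 0.53 (standard error 0.11, adjusted p = 5.15e-04) on day 2 and 0.90 (standard error 0.11, adjusted p = 1.56e-07) on day 4 and did not pass the test with Slug (-0.11, -0.023 and -0.29). Against untreated cells the rise of G6PC3 with Snail on day 4 reversed to -0.061 and against all 9 control arrays it did not pass (0.20), while G6PC3 with Slug on day 4 passed lower in both (-1.25 and -0.995) and with arrays centred on their median (-0.37). TCF3, which encodes the E-box factors E12 and E47, is read by 14 probe sets. The probe set with the highest mean gave 0.070, -0.30 and -0.42 (standard error 0.088, adjusted p = 2.88e-04) with Slug and -0.27 and -0.14 with Snail on days 2 and 4, and at day 4 the lowest value among the 14 was -1.29 with Snail and -1.33 with Slug. SGK3 shares its probe sets with a read-through gene, and it and SERPINE1 are not analysed here.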

We categorized the sets of genes that changed following Snail and Slug expression for each time point using Ingenuity pathway analysis (IPA) (File S1). 

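Junction, movement, growth and stress genes changed with both factors. Of 15 genes of adherens junctions and desmosomes, 9, 11 and 11 fell with Snail on days 1, 2 and 4 and 3, 4 and 10 with Slug (10, 12, 12, 5, 5 and 11 adjusted over the list alone), with adjusted p from 1.34e-09 (Snail, day 1) to 0.00282 (Slug, day 2). Against untreated cells in place of the control adenovirus, the Slug call of day 2 was lost (adjusted p = 0.393). Periplakin (PPL) changed by -1.86 (standard error 0.14, adjusted p = 3.02e-11) with Snail and -1.15 (standard error 0.14, adjusted p = 3.81e-06) with Slug on day 1, and plakoglobin (JUP) by -1.94 and -1.91 on day 4. Among 21 integrins, proteases and protease inhibitors, 8 rose and 1 fell with Slug on day 2 (adjusted p = 1.12e-05) and 7 rose and 2 fell with Snail on day 4 (adjusted p = 0.0206), or 8, 1, 8 and 2 adjusted over the list alone. The fibronectin receptor subunit ITGA5 rose by 2.12 with Snail and 2.10 with Slug on day 4, and ITGB4, a laminin receptor of hemidesmosomes, was at -1.75 and -1.14 on day 2. Cell cycle genes were lower on day 2 in 13 of 33 with Snail and 6 with Slug (13 and 8 adjusted over the list alone), including the replication helicase genes MCM2 (-1.15 and -0.71) and MCM5 (-1.18 and -0.89). The preset correlation gave the cell cycle list an adjusted p of 6.21e-04 with Snail and 8.93e-06 with Slug on day 2, and the estimated correlation an adjusted p of 0.256 and 0.148. Against all 9 control arrays the cell cycle list was called higher with Slug (adjusted p = 0.0075) and was not called with Snail (adjusted p = 0.13), and MCM2 with Slug showed no change (0.016). Heat shock genes (14 members) rose in 5 cases with Snail and 4 with Slug on day 1 (6 and 6 adjusted over the list alone), among them DNAJB1 (0.63 and 0.70) and HSPH1 (0.64 and 0.79), whose call was lost in 4 (Snail) and 1 (Slug) of 6 fits with 1 array left out. Their list was called with adjusted p = 0.0158 and 2.98e-10, and with an estimated correlation adjusted p = 0.249 and 0.00486.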

As expected, genes involved in cell-cell signaling and interaction, cell movement, development, growth and proliferation, and cell death were among the top pathways common to both Snail and Slug (File S1). 

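Genes induced by p53 rose with both factors against the control adenovirus of the same day at the earlier times. On day 1 the list was called with Snail (adjusted p = 2.67e-04, lost at 0.0777 with an estimated correlation) and with Slug (adjusted p = 6.93e-07), but against all 9 control arrays it lay lower (adjusted p = 0.0617 and 0.0275). Of 18 targets, 13 rose and 2 fell with Snail on day 2 and 10 rose and none fell with Slug (13, 2 and 12 adjusted over the list alone), with GADD45A at 0.99 and 1.56. The list had an adjusted p of 7.20e-05 with Snail, where an estimated correlation gave an adjusted p of 0.0541 and all 9 control arrays one of 0.1, and of 2.19e-09 with Slug, and it did not differ between Snail and Slug at the threshold on day 2 (adjusted p = 0.853). Neuregulin and ERBB genes were not called as a list in any comparison with control, the lowest adjusted p being 0.0647 for Slug on day 2, although the receptor ERBB3 changed by -2.23 (standard error 0.10, adjusted p = 1.33e-16) with Snail and -0.65 (standard error 0.10, adjusted p = 5.10e-05) with Slug. Interferon-induced genes fell in 21 of 39 cases with Snail and 17 with Slug on day 2 (22 and 24 adjusted over the list alone; adjusted p = 7.44e-10 and 1.90e-12). At day 4 these genes were lower with Slug than with Snail, in 19 of 39 members against 2 in the other direction (adjusted p = 2.19e-06, and 0.108 as the adjusted p with an estimated correlation). For sterols, 12 of 17 genes of cholesterol synthesis fell with Snail on day 1 and 5 with Slug (14 and 8 adjusted over the list alone; adjusted p = 3.95e-13 and 4.72e-08), and Snail lay below Slug (adjusted p = 4.07e-10). TM7SF2, a sterol reductase, changed by -2.52 (standard error 0.14, adjusted p = 1.36e-14) and -1.14 (standard error 0.14, adjusted p = 1.88e-06), and DHCR7 by -2.13 and -0.86 on day 2. On days 2 and 4 the sterol list was called in both, with adjusted p from 5.16e-05 to 0.00239, and the adjusted p with an estimated correlation lay between 0.141 and 0.256. The sterol calls of day 4 were also lost against untreated cells (adjusted p = 0.126 with Snail and 0.264 with Slug) and all 9 control arrays (adjusted p = 0.0702 and 0.192), and that of Slug after quantile normalization again (adjusted p = 0.0532). Glycosphingolipid genes went both ways, 5 of 18 rising and 5 falling with Snail at day 4 (as many adjusted over the list alone), with B3GALNT1 at -1.43, a median of 0.17 and a mean of -0.15, and the list was in no comparison with control called (lowest adjusted p = 0.437). Of tight junction genes, 14 of 18 fell with Snail and 9 with Slug on day 1 (16 and 11 adjusted over the list alone; adjusted p = 1.07e-21 and 5.11e-12), and they were lower with Snail than with Slug (adjusted p = 1.80e-24 on day 1 and 0.0162 on day 4, the latter adjusted p being 0.0764 with an estimated correlation). Of 11 genes of the aryl hydrocarbon receptor, 5 fell with Snail and 4 with Slug at day 4 (6 and 4 adjusted over the list alone), CYP1B1 by -1.57 (standard error 0.13, adjusted p = 4.08e-11) and -0.69 (standard error 0.13, adjusted p = 7.42e-05), the latter reversed to 0.14 against untreated cells. The list was called for Snail on days 1 and 4 (adjusted p = 0.013 and 0.00112) and differed from Slug on day 4 (adjusted p = 0.0116). Both calls against control were lost with untreated cells as the comparator (adjusted p = 0.0821 and 0.922), and that of day 4 with all 9 control arrays (adjusted p = 0.248).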

The unique biological pathways we found included p53 signaling, neuregulin signaling, interferon signaling, and ERK5 signaling for Slug; and steroid and glycosphingolipid biosynthesis, tight junction signaling and aryl hydrocarbon receptor signaling for Snail (File S1). 

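Secreted matrix, mesenchymal and contractile genes rose with Snail and with Slug. Of 30 genes of the extracellular matrix and its crosslinking, 11, 15 and 15 rose with Snail on days 1, 2 and 4 and 6, 9 and 12 with Slug (11, 15, 15, 7, 9 and 13 adjusted over the list alone), with adjusted p from 9.34e-10 for Snail on day 4 to 2.30e-05 for Slug on day 2. COL5A1 rose by 0.99 (standard error 0.10, adjusted p = 6.65e-08) with Slug on day 2, and the collagen chaperone SERPINH1 by 1.23 with Snail and 0.92 with Slug on day 1, whereas the lysyl oxidase LOXL1 was at -2.20 with Snail on day 2 and at -2.15 with Slug on day 4. The matrix genes as a list were higher with Snail than with Slug on day 4 (adjusted p = 4.10e-06). Of 14 genes of actin filaments and smooth muscle contraction, 12 rose with Snail and 5 with Slug at day 4 (12 and 6 adjusted over the list alone). Tropomyosin TPM2 was at 2.76 (standard error 0.14, adjusted p = 6.85e-16) and 1.52 (standard error 0.14, adjusted p = 4.00e-10), and smooth muscle actin ACTA2 on day 2 at 1.84 and 1.06. The contractile list was called in all 6 comparisons (adjusted p from 1.98e-08 to 0.00184), but with an estimated correlation Slug had an adjusted p of 0.0624 on day 1 and 0.0659 on day 4, and against all 9 control arrays an adjusted p of 0.246 on day 1. MMP13, which cleaves fibrillar collagen, rose by 1.68 (standard error 0.13, adjusted p = 1.18e-11) with Snail, and TIMP1, which inhibits such proteases, by 1.94. Targets of YAP and TAZ (14 members) rose in 7 cases with Snail at day 4 and 6 with Slug on day 1 (7 and 7 adjusted over the list alone), among them CCN1 (2.58 and 1.04). The YAP and TAZ list was called for Slug on days 1 and 2 (adjusted p = 5.93e-05 and 0.00928) and for Snail on days 1 and 4 (adjusted p = 0.00932 and 0.0105). With an estimated correlation the call for Slug on day 1 held, and the others were lost (adjusted p = 0.141 for Slug on day 2 and 0.141 and 0.143 for Snail on days 1 and 4). The Snail calls were also lost against all 9 control arrays (adjusted p = 0.0946 and 0.1), and that of day 4 against untreated cells (adjusted p = 0.0703).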

The transcriptional signatures induced by both Snail and Slug suggest that each of these transcription factors induces genes integral to migration, invasion and metastasis, while the unique subsets of genes that are changed may reflect subtle alterations in the biological program of cancer cells reflective of signaling environment or other complex biological parameters.

### Snail and Slug decrease expression of differentiation-specific genes that contribute to the breast epithelial morphology while increasing TGF-beta family expression

Breast cancers have been classified into 5 molecular classes: normal breast like, claudin-low, basal-like, Her2-enriched and luminal [24], [25]. MCF-7 cells closely resemble the luminal gene expression pattern [25], [31], [32]. We asked whether the molecular signature of MCF-7 cells changes following Snail and/or Slug expression using GSEA, a computational method that assesses whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states [33]. We included gene sets representing claudin-low, basal, Her-2, luminal and normal breast-like expression patterns within the standard GSEA framework (see methods for details) [24]. 

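Claudins, other epithelial genes and mesenchymal genes moved apart in the Snail and Slug cells. Among tight junction genes, CLDN3 was at -3.26 with Snail and -1.07 with Slug on day 2, CLDN4 at -2.43 (standard error 0.12, adjusted p = 5.83e-16) and -1.70 (standard error 0.12, adjusted p = 2.32e-12) on day 4, and LLGL2, a polarity gene, at -2.02 with Slug on day 4. The other probe set of CLDN4 was at 0.045 with Snail and 0.055 with Slug on day 4. At that time 15 of 18 tight junction genes had fallen with Snail and 14 with Slug (as many adjusted over the list alone; adjusted p = 3.72e-11 and 6.15e-09). Of 24 mesenchymal genes, 14 rose and 1 fell with Snail and 9 rose and 2 fell with Slug at day 4 (unchanged counts adjusted over the list alone; adjusted p = 4.26e-06 and 2.10e-04). Fibrillin FBN1 rose by 2.80 (standard error 0.13, adjusted p = 1.29e-16) with Snail, and ITGA5 by 1.87 with Snail and 1.46 with Slug on day 2. WIPF1, an actin regulator in the mesenchymal list, was on day 1 at -1.29 with Snail and -0.82 with Slug, the latter call lost in 3 of 6 fits with 1 array left out. The claudin-low, basal, HER2, luminal and normal-like gene sets of the paper are not used here.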

Our analyses revealed that the claudin-low signature was most enriched and displayed the most significant global p-value relative to the other categories of breast cancer cells (Figure 2 and Figure S4). These results demonstrate that the Snail and Slug expression in MCF-7 cells alters the expression pattern from luminal to a more complex pattern with features of the claudin-low subtype being statistically enriched (Figure 2). 

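Of 22 genes of luminal differentiation, 17, 20 and 17 fell with Snail on days 1, 2 and 4, and 6, 12 and 18 with Slug, and none rose (20, 21, 18, 9, 17 and 18 adjusted over the list alone, with 1 rise with Snail on day 4). The list was called lower in all 6 comparisons, with adjusted p from 2.71e-21 (Snail, day 1) to 4.64e-11 (Slug, day 2), and these calls hold with an estimated correlation. The secreted luminal protein AGR2 was at -3.77 (standard error 0.13, adjusted p = 4.32e-20) with Snail and -2.75 (standard error 0.13, adjusted p = 1.35e-16) with Slug at day 4, the trefoil peptide TFF3 at -2.46 and -1.85, and the keratins KRT19 and KRT8 at -2.16 and -1.93 with Slug. GATA3, a luminal transcription factor, did not pass on day 1 (-0.20 with Snail and -0.11 with Slug) and fell by day 4, at -0.47 (standard error 0.080, adjusted p = 2.72e-05) and -0.81 (standard error 0.080, adjusted p = 2.12e-09). Snail lay below Slug in the luminal list on day 1 (adjusted p = 1.31e-20) and on day 4 (adjusted p = 0.0288). Fibroblast markers (11 genes), listed as a sign of other cells, rose in 2 cases with Snail and 3 with Slug at day 4 (as many adjusted over the list alone), COL3A1 at 3.11 and 0.51 and PDGFRB at 0.57 and 0.43, of which the Slug values of both lost their call with single arrays left out. The fibroblast list was called higher with Snail on days 2 and 4 (adjusted p = 0.0337 and 0.0206) and in the main analysis not with Slug. Its calls were lost with an estimated correlation (adjusted p = 0.219 and 0.183), after quantile normalization again (adjusted p = 0.114 and 0.0732) and against untreated cells (adjusted p = 0.0774 and 0.0689), and that of day 2 also with single arrays left out. Leukocyte markers (10 genes) rose in 1 and 3 cases, the monocyte gene CD14 by 1.88 and 1.37, and their list was not called in any comparison with control. From the enrichment of its own gene sets, the paper concludes that the cells move from the luminal pattern to a more complex one with features of the claudin-low subtype.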

Further, a large number of genes with low-level expression in the claudin-low signature were downregulated in Snail and Slug expressing cells (Figure 2) consistent with their classification as transcriptional repressors.

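Epithelial regulators and surface genes fell with both factors. Of the 20 in this list, 17, 17 and 16 fell with Snail on days 1, 2 and 4 and 8, 11 and 17 with Slug (18, 17, 16, 12, 16 and 17 adjusted over the list alone). The list was called lower in each comparison, with adjusted p from 5.48e-24 for Snail on day 1 to 1.90e-12 for Snail on day 4 among Snail cells and from 1.30e-16 to 4.98e-12 among Slug cells. ESRP1, which directs epithelial splicing, was at -2.32 (standard error 0.11, adjusted p = 4.38e-16) with Snail on day 1, the protease PRSS8 at -0.83 with Slug on day 1, and the epithelial transcription factor ELF3 at -2.54 with Snail on day 4. RAB25 stood at -3.28 and -2.67 on day 4, and GRHL1 at -1.06 with Slug on day 2. On day 1 the list was lower with Snail than with Slug (adjusted p = 1.80e-24), and on day 4 it did not differ at the threshold (adjusted p = 0.671).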

**Figure 2:**
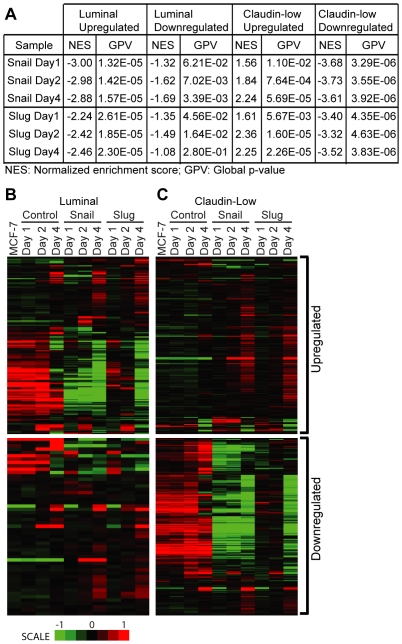
Snail and Slug cause changes in expression that most resemble the claudin-low class of breast tumors. GSEA analysis (A) comparing the genes in the microarray samples to those that were upregulated (B and C, top panels) or downregulated (B and C, bottom panels) from the claudin-low class (B) and luminal class (C) described in [24]. See text for details. NES = Normalized enrichment score, GPV = Global p-value.

Similar to the claudin-low category of breast tumors, the CD44+ breast tumor cells also express low levels of differentiation specific markers [34]. In addition, the CD44+ cells have high levels of TGF-beta and stem cell genes [34]. To determine whether Snail and Slug expression elicit a similar pattern, we generated genesets representing the differentiated cell markers and TGF-beta cassette as described by Polyak and colleagues, and used it within the standard GSEA framework (see methods for details) [34]. Indeed, the upper tier of significant molecular gene signatures in our dataset using GSEA analysis included TGF-beta pathway genes (upregulated) and differentiation specific genes (downregulated) (Table 1 and Figure 3A and C).

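Targets induced by TGF-beta rose with both factors on each day. Of 24 measured, 11, 14 and 13 rose with Snail on days 1, 2 and 4, against 1, 3 and 4 that fell, and 7, 11 and 11 rose with Slug, against 1 that fell, on day 4 (12, 14, 14, 8, 12 and 11 rises adjusted over the list alone). The list was called higher with adjusted p = 1.52e-07, 1.94e-06 and 3.45e-05 for Snail and 2.75e-11, 2.13e-11 and 2.13e-04 for Slug, and each call holds with an estimated correlation. TGFBI was at 1.69 (standard error 0.084, adjusted p = 2.73e-15) with Snail on day 1 and at 2.65 (standard error 0.084, adjusted p = 7.77e-20) with Slug on day 4, and CCN1 (CYR61), like CTGF a matricellular protein, at 1.98 with Slug on day 4. The list of TGF-beta ligands, receptors and Smads (22 genes) was called higher on day 1 only, with adjusted p = 0.0054 for Snail and 0.0032 for Slug, as 4 and 2 members rose and 1 and 1 fell (8, 4, 2 and 1 adjusted over the list alone). In it the inhibitory SMAD6 rose by 1.54 with Snail on day 4, and LTBP3, which binds latent TGF-beta, was at -1.35 with Slug. Neither TGF-beta list differed between Snail and Slug at the threshold on any day (adjusted p = 0.0884 or more for the induced genes). Target genes of estrogen receptor were lower as a list (camera, adjusted p = 7.85e-13 with Snail on day 2 and 4.33e-08 with Slug on day 4). Of 19 receptor targets, 16 fell and 1 rose with Snail on day 2. With Slug on day 4, 15 fell and 2 rose (as many in both adjusted over the list alone). GREB1 was at -3.14 (standard error 0.11, adjusted p = 5.52e-20) with Snail and -2.35 (standard error 0.11, adjusted p = 1.05e-16) with Slug on day 4, and MYB at -2.35 and -2.27. On day 1 the receptor targets were called for Slug with an adjusted p of 0.0194, and the call was lost against all 9 control arrays (adjusted p = 0.735), with an estimated correlation (adjusted p = 0.136) and with dim probe sets left out (adjusted p = 0.0589).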

**Figure 3:**
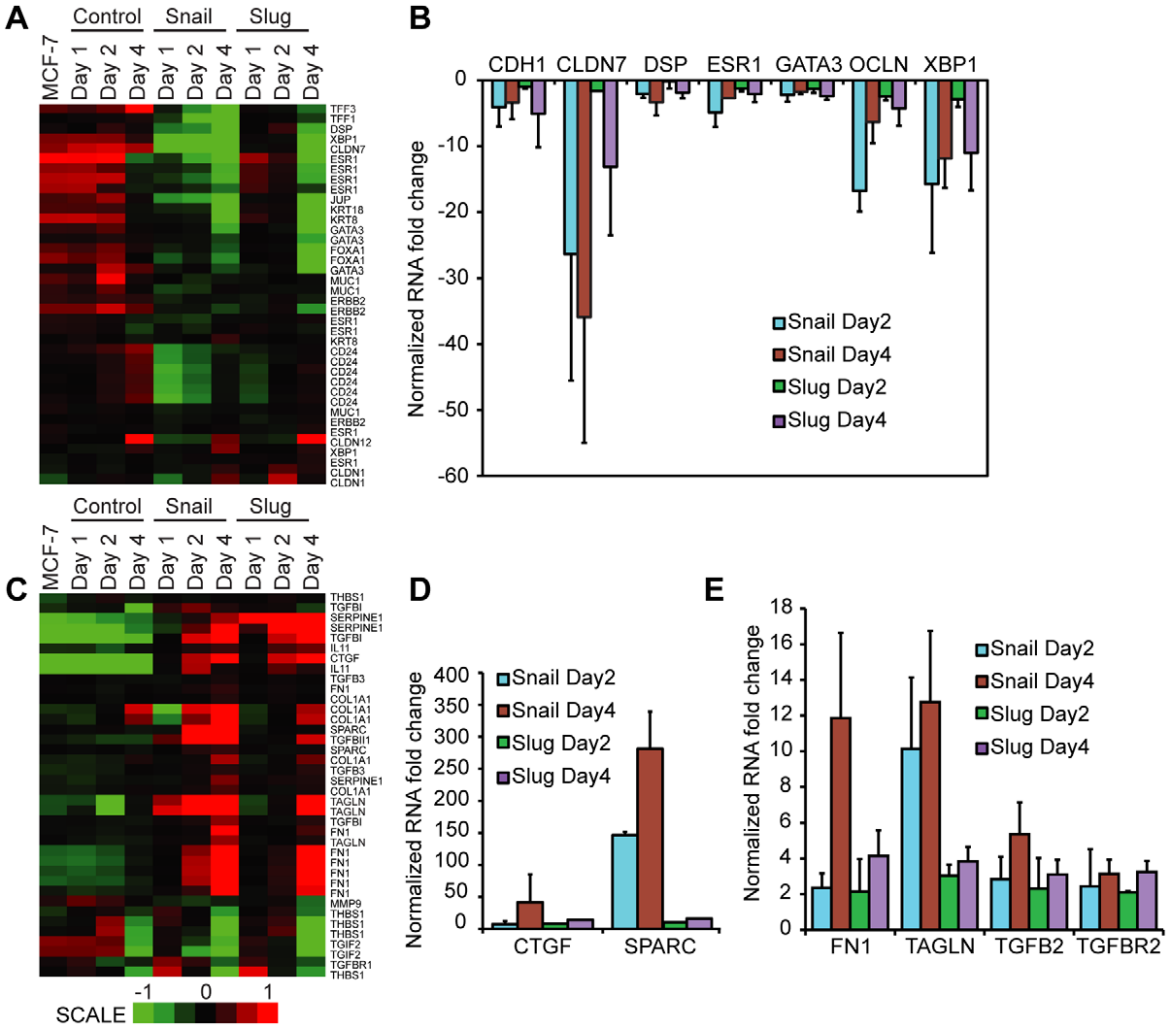
Snail and Slug expression in MCF-7 cells decreases the expression of differentiation markers, and increases the expression of TGF-beta pathway genes. Heat maps depicting (A) differentiated cell markers (C) TGF-b pathway probes following Snail and Slug expression. (B, D and E) RT-PCR of cDNA with real-time quantitation following normalization to 18 s, MCF-7 Day 0 and control adenovirus. The data represents the average of three independent biological replicates.

**Table 1:** GSEA analysis.

	TGF-beta family markers			Differentiated Cell Markers		
Signatures	Normalized Enrichment Score (NES)	False Discovery Rate	Global p-value (GPV)	Normalized Enrichment Score (NES)	False Discovery Rate	Global p-value (GPV)
Snail Day 1	2.31	0.001	0.000006	−2.68	0.001	0.000023
Snail Day 2	2.59	0.001	0.000011	−2.59	0.001	0.000025
Snail Day 4	2.93	0.001	0.000005	−2.32	0.001	0.000063
Slug Day 1	2.69	0.001	0.000004	−2.34	0.001	0.000017
Slug Day 2	2.71	0.001	0.000004	−1.79	0.010	0.001320
Slug Day 4	2.48	0.001	0.000015	−2.35	0.001	0.000038

GSEA was performed using genesets consisting of differentiated cell markers and the TGF-beta genes described in [34]. The global p-value represents the tail probability from a density plot of normalized enrichment score values across all genesets and all permutations.

Next, we validated key genes revealed in the enrichment analysis by real-time RT-PCR. Both Snail and Slug expression in MCF-7 cells caused decreased expression of differentiation specific markers (Figure 3A and B) including *ESR1*, *OCLN* and *CDH1* [5], [28], [29], [30], [35]. 

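ESR1, which encodes estrogen receptor alpha, had an RMA value of 11.02 ± 0.056 (SD, n = 3) with Snail and 11.94 ± 0.014 with Slug on day 1, against 12.24 ± 0.022 with the control adenovirus. Its log2 fold changes with Snail were -1.22 (standard error 0.12, adjusted p = 7.20e-09), -1.80 and -2.22 (standard error 0.12, adjusted p = 5.78e-15) on days 1, 2 and 4. With Slug they were -0.31 (standard error 0.12, adjusted p = 0.192), -0.72 (standard error 0.12, adjusted p = 1.12e-04) and -1.39 (standard error 0.12, adjusted p = 1.85e-10). Of the 9 probe sets of ESR1, 1 was called lower with Snail and 1 with Slug on day 4. The highest of the 9 was at 0.38 and 0.33. The control cells had also lost ESR1 by day 4, when the control adenovirus stood at -1.49 (standard error 0.12, adjusted p = 3.19e-11) against untreated cells. Occludin (OCLN), a transmembrane protein of tight junctions, was at -2.41, -2.69 and -2.40 with Snail and at -0.66, -0.68 and -1.89 with Slug on days 1, 2 and 4, all with adjusted p at or below 4.81e-04. E-cadherin (CDH1) was at -0.76 (standard error 0.080, adjusted p = 2.44e-08), -0.92 and -1.22 (standard error 0.080, adjusted p = 3.31e-13) with Snail. With Slug, CDH1 did not pass on days 1 and 2 (-0.15, standard error 0.080, adjusted p = 0.426, and -0.27, standard error 0.080, adjusted p = 0.0228) and fell by day 4 (-1.36, standard error 0.080, adjusted p = 4.00e-14). XBP1, a luminal transcription factor, fell on each day on its probe set with the highest mean, from -2.13 and -0.50 on day 1 to -1.74 and -1.84 on day 4 with Snail and Slug. Its other probe set stood at 0.051 and 0.13 on day 1 and at 0.24 and -0.032 on day 4. CLDN7 was at -3.38 with Snail and -0.74 with Slug on day 2. Desmoplakin (DSP) was at -0.56 (standard error 0.11, adjusted p = 3.13e-04) with Snail on day 1 and -1.26 (standard error 0.11, adjusted p = 9.95e-11) on day 4, while with Slug it was at -0.010 and 0.025 on days 1 and 2 and at -0.92 (standard error 0.11, adjusted p = 4.55e-08) on day 4. MTA3, which the model of the paper sets beside estrogen receptor in luminal cells, passed the test on day 4 alone, at -0.58 (standard error 0.12, adjusted p = 3.12e-04) and -0.72 (standard error 0.12, adjusted p = 1.57e-05).

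**Figure D2:**
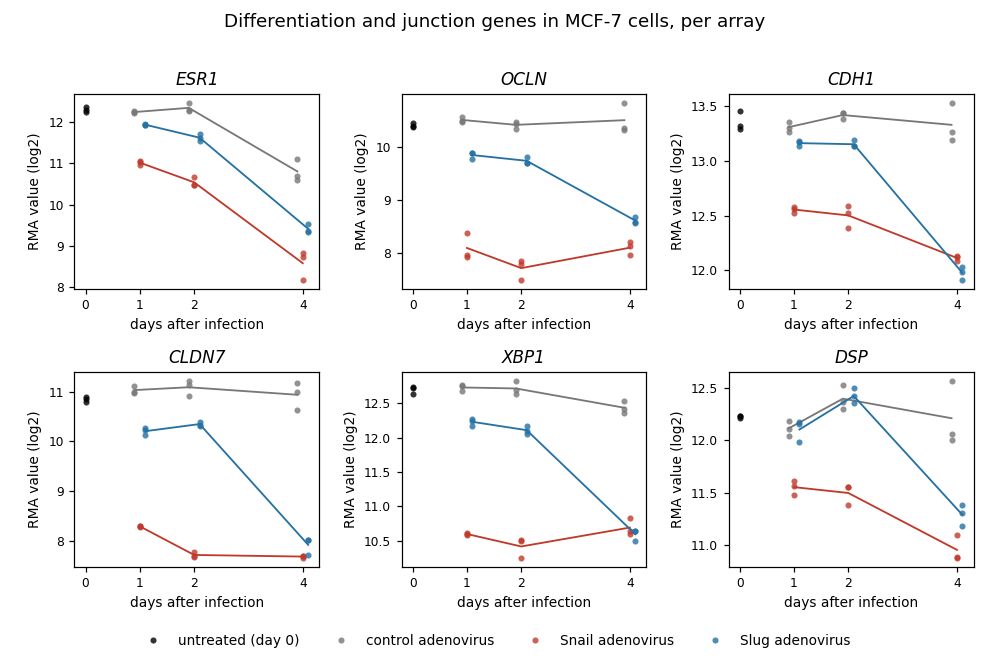
RMA values (log2) of ESR1, OCLN, CDH1, CLDN7, XBP1 and DSP on each array against the days after infection. Points are single arrays (3 per group), lines join the means of the control, Snail and Slug adenovirus groups, and the untreated cells stand at day 0. ESR1 of the control cells at day 4 lies below the untreated cells (10.81 ± 0.27 against 12.30 ± 0.065).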

Importantly, these genes contain putative Snail and/or Slug binding sites in their 5′ regions and have been previously shown to be direct targets of Snail and/or Slug [6], [30], [36]. In addition, TGF-beta pathway genes were upregulated following Snail and Slug expression (Figure 3C–E). Among these, *SPARC* (secreted protein, acidic, cysteine-rich) is a matrix-associated protein that influences changes in cell shape and synthesis of the extracellular matrix, and inhibits cell-cycle progression [37]. 

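CTGF rose most at day 4 among the TGF-beta genes named here, at an RMA value of 10.85 ± 0.23 (SD, n = 3) with Snail and 9.39 ± 0.13 with Slug on day 4, against 6.07 ± 0.12 in control cells. Its log2 fold changes on day 4 were 4.77 (standard error 0.17, adjusted p = 2.37e-19) and 3.32 (standard error 0.17, adjusted p = 2.23e-15), and 2.98 and 3.06 on day 2. Transgelin (TAGLN) with Snail was at 0.98 (standard error 0.12, adjusted p = 6.99e-07) on day 1 and 3.67 (standard error 0.12, adjusted p = 6.12e-20) on day 4. With Slug it did not pass on day 1 (0.026) and rose by 1.26 and 1.43 (standard error 0.12, adjusted p = 1.52e-10) on days 2 and 4. SPARC rose with Snail by 1.09 (standard error 0.14, adjusted p = 6.04e-07) on day 2 and 2.82 (standard error 0.14, adjusted p = 1.01e-15) on day 4. With Slug, SPARC was at -0.087 (standard error 0.14, adjusted p = 0.884), -0.038 (standard error 0.14, adjusted p = 0.893) and 0.19 (standard error 0.14, adjusted p = 0.302) on days 1, 2 and 4, and Snail exceeded Slug by 2.63 (standard error 0.14, adjusted p = 9.80e-14) on day 4. The control and Slug values of SPARC lie far below the median of all probe sets, so the rises with Snail and the difference of Snail from Slug are best read as lower bounds, and the differences of Slug from control decide little. The ligand TGFB2 rose by 1.37 (standard error 0.17, adjusted p = 4.92e-07) with Snail and 1.05 (standard error 0.17, adjusted p = 1.92e-04) with Slug on day 1, and was at 1.97 and 0.82 (standard error 0.17, adjusted p = 3.10e-04) on day 4. TGFB1 passed with Snail on days 2 (0.59) and 4 (1.27, standard error 0.12, adjusted p = 3.54e-10) and with Slug on day 4 (0.71, standard error 0.12, adjusted p = 1.35e-05). Against untreated cells the rises of TGFB2 and TGFB1 with Slug on day 4 reversed to -0.11 and -0.056, and against all 9 control arrays neither passed (0.34 and 0.081). Fibronectin (FN1) rose by 1.10 and 2.88 (standard error 0.087, adjusted p = 4.58e-21) on days 2 and 4 with Snail and by 0.69 and 1.90 (standard error 0.087, adjusted p = 1.42e-16) with Slug. On day 1 it passed at 0.41 and 0.41, calls that were lost in a fit of the compared groups alone and in 2 (Snail) and 4 (Slug) of 6 fits with 1 array left out. IL11 on its probe set with the highest mean rose by 0.66 with Snail and 0.80 with Slug on day 2, and its other probe set gave 3.37 and 3.10.

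**Figure D3:**
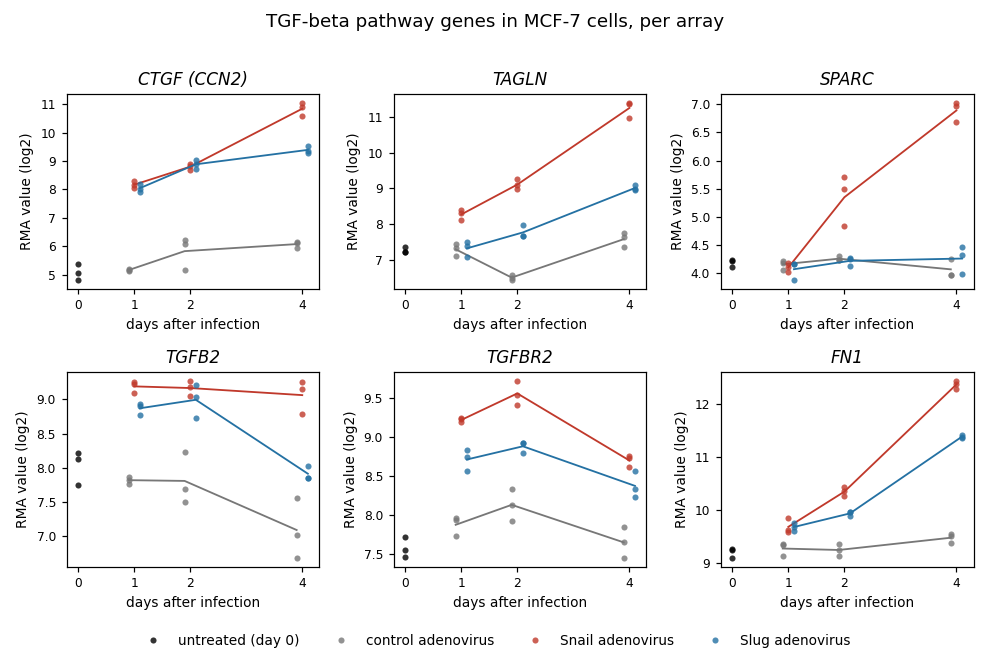
RMA values (log2) of CTGF, TAGLN, SPARC, TGFB2, TGFBR2 and FN1 on each array against the days after infection. Points are single arrays (3 per group), lines join the means of the control, Snail and Slug adenovirus groups, and the untreated cells stand at day 0. The Slug arrays of SPARC at day 4 (4.26 ± 0.24) stay near the control arrays (4.07 ± 0.16), while the Snail arrays reach 6.89 ± 0.18.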

*SPARC* has been identified as a putative target of Snail and Slug [38], as well as TGF-beta [39]. Connective tissue growth factor (*CTGF*) has been reported to be selectively upregulated in fibroblasts following activation by TGF-beta [40], [41], [42]. It has been suggested that *CTGF* along with Interleukin 11 might influence cancer metastasis to the bone in breast cancer [43]. Transgelin, an actin-binding protein sensitive to changes in cell shape, is thought to be involved in cell migration [44], and is a direct downstream target of TGF-beta signaling [44]. Collectively our data indicate that expression of several genes in the TGF-beta family is upregulated following Snail and Slug expression.

### Increased histone acetylation at TGFBR2 locus following Snail and Slug expression

The presence of *TGFBR2* among genes upregulated following Snail and Slug expression was intriguing, as the TGF-beta signaling pathway is upstream of Snail and Slug and induces their expression [14], [45], [46]. 

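TGFBR2 encodes the type II receptor that binds TGF-beta. It rose with Snail by 1.35 (standard error 0.11, adjusted p = 1.94e-10), 1.43 (standard error 0.11, adjusted p = 2.27e-11) and 1.05 (standard error 0.11, adjusted p = 9.10e-09) on days 1, 2 and 4, and with Slug by 0.84 (standard error 0.11, adjusted p = 1.30e-05), 0.75 (standard error 0.11, adjusted p = 2.24e-05) and 0.73 (standard error 0.11, adjusted p = 5.78e-06). In RMA values it was 9.22 ± 0.025 (SD, n = 3) with Snail and 8.72 ± 0.14 with Slug on day 1, against 7.88 ± 0.13 with the control adenovirus. All 3 Snail and all 3 Slug arrays lay above all 3 control arrays on day 1. The difference between Snail and Slug was 0.51 (standard error 0.11, adjusted p = 0.00457) on day 1 and 0.33 (standard error 0.11, adjusted p = 0.0414) on day 4. The other of the 2 probe sets of TGFBR2 changed less. It was at 0.42, 0.79 and 0.34 with Snail and at 0.16, 0.40 and 0.12 with Slug on days 1, 2 and 4. The type I receptor TGFBR1 rose with Snail by 0.75 (standard error 0.16, adjusted p = 6.79e-04) on day 2.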

MCF-7 cells do not express much *TGFBR2* mRNA relative to MDA-MB-231 (Figure S5). We utilized chromatin immunoprecipitation (ChIP) to examine the histone modification status across the *TGFBR2* promoter (Figure 4A) in MDA-MB-231 and MCF-7 cells (Figure 4B and C), using antibodies against acetylated Histone H3 Lysine 9 (H3K9Ac), which is associated with active chromatin, and trimethylated Histone H3 Lysine 9 (H3K9Me3), which is found in conjunction with silent chromatin [47]. While we observed neither significant acetylation nor trimethylation of histone H3K9 across the *TGFBR2* promoter in MCF-7 cells (Figure 4B), there was a substantial level of H3K9 acetylation across the promoter in MDA-MB-231 cells where the gene is active (Figure 4C). The highest degree of acetylation at *TGFBR2* in MDA-MB-231 cells is found in the vicinity of primer set 3, which maps near the end of the first exon (Figure 4A and C).

**Figure 4:**
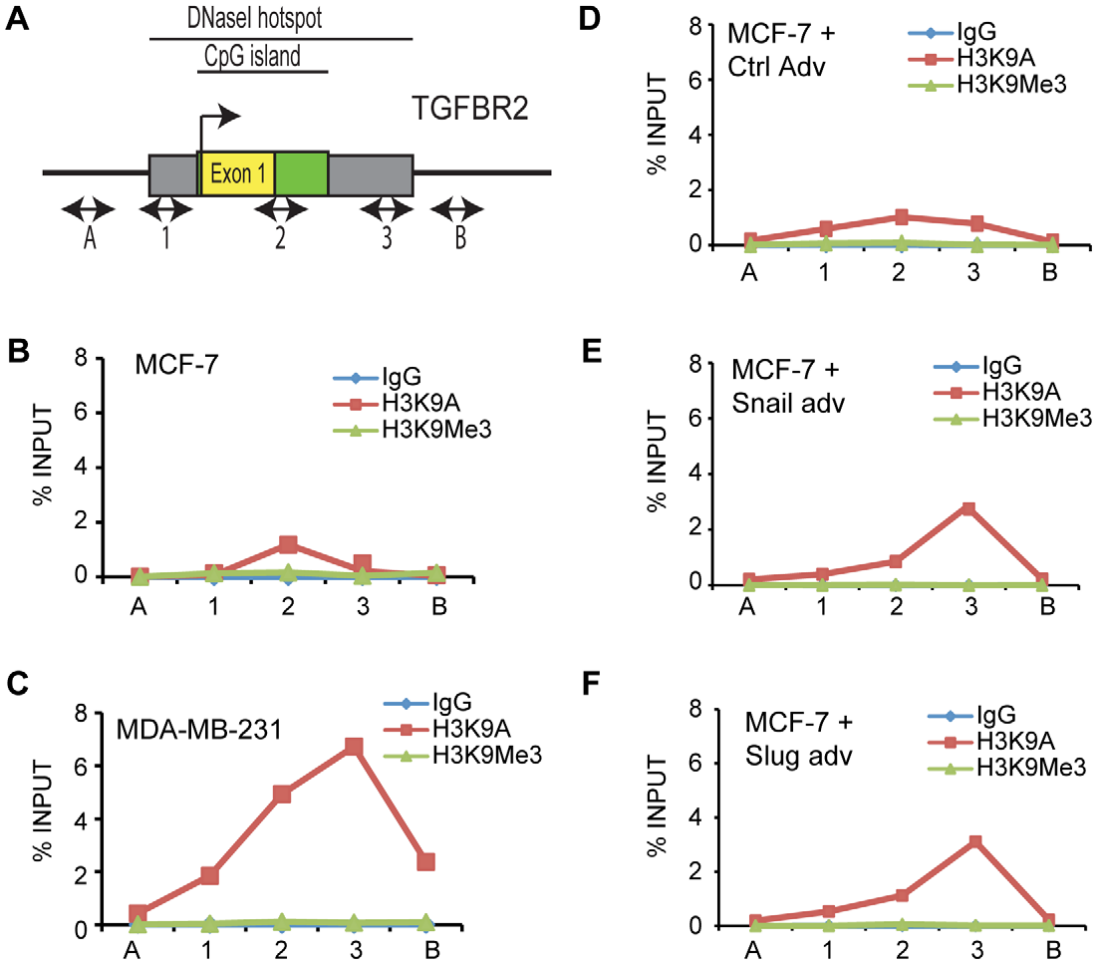
TGFBR2 shows distinct histone acetylation patterns in MCF7 and MDA231, and this changes upon addition of Snail and Slug. Primers for ChIP were designed across the TGFBR2 promoter region (A). Chromatin IP across the TGFBR2 promoter in MDA-MB-231 (C) demonstrated an increased amount of histone H3K9 acetylation compared to MCF-7 cells (B). Increased acetylation is also seen when Snail or Slug are expressed in MCF-7 cells (E and F), relative to the control-adenovirus infected cells (D). The data is representative of three independent biological replicates.

To determine whether the addition of Snail and Slug enables a more ‘open’ chromatin status at the *TGFBR2* promoter, we performed ChIP in MCF-7 cells following two days of Snail and Slug expression. Relative to control-treated cells, we saw an increase in H3K9 acetylation in Snail and Slug expressing MCF-7 cells (Figure 4 D–F) in a pattern similar to MDA-MB-231 cells, with the highest level around primer set 3. The level of acetylation following Snail or Slug expression is higher than in MCF-7 cells, but not as much as MDA-MB-231 cells (compare Figure 4C to 4E and F). To our knowledge, this is the first demonstration that addition of Snail and Slug can increase histone acetylation status of the*TGFBR2* promoter.

### Treatment with inhibitors of TGF-beta signaling reduces cell migration ability in response to Snail and Slug

Both TGF-beta signaling and Snail (or Slug) are known to induce EMT [14], [45], [46]. TGF-beta is also known to induce Snail and Slug expression, and our studies indicate that Snail and Slug can induce TGF-beta pathway genes. Therefore, we enquired whether we could mechanistically dissect the effects of Snail (or Slug) and TGF-beta in inducing EMT. To this end, we treated MCF-7 cells with control, Snail or Slug adenovirus, and either DMSO or one of two small molecule inhibitors: SB431542, a highly specific inhibitor of TGFBR2 [48], and LY364947, which inhibits both TGFBR1, and to a lesser degree, TGFBR2 [49]. After two days of treatment with the virus and inhibitors or DMSO as vehicle control, we determined whether inhibiting the TGF beta pathway influenced the cell migration ability induced by Snail and Slug. We used a Boyden chamber assay to evaluate cell migration through a membrane coated with human Collagen IV.

Compared to MCF-7, we found that MDA-MB-231 was highly migratory (Figure 5A). However, treatment with the inhibitors caused a decrease in the cell migration ability of MDA-MB-231 (Figure 5A). When we treated MCF-7 cells with the control adenovirus, it behaved similar to the MCF-7 cells without adenovirus treatment (Figure 5A). Addition of Snail or Slug increased the migration of MCF-7 by roughly three-fold relative to the control cells, while inhibition of TGF-beta signaling diminishes this response down to background levels (Figure 5A).

**Figure 5:**
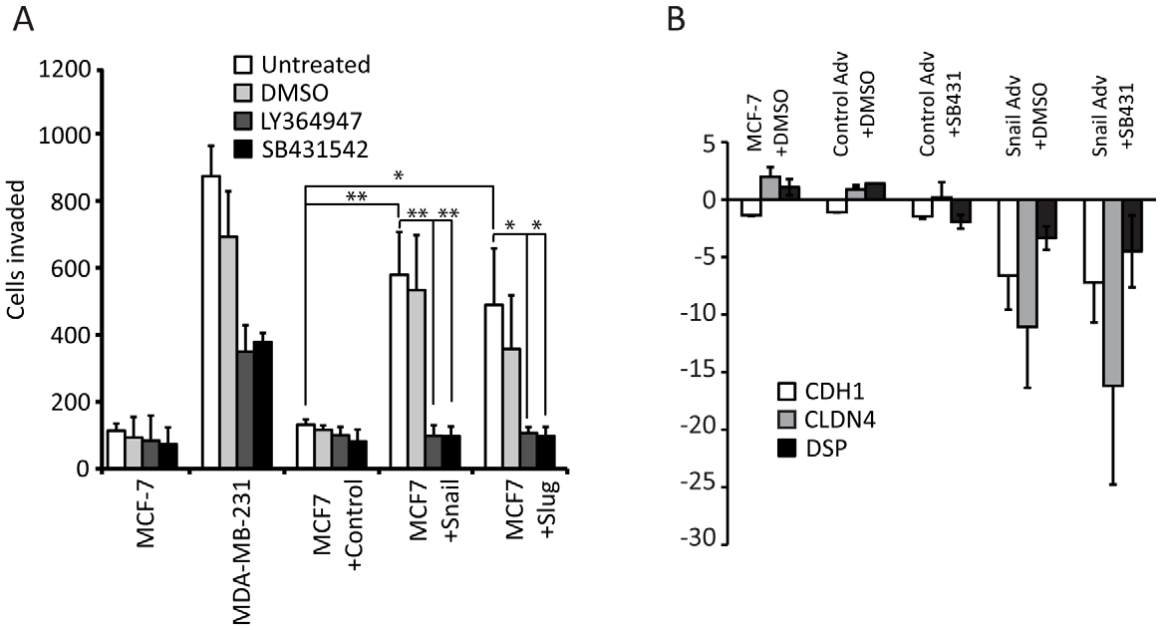
Treatment with a TGF-beta inhibitor reduces the migratory response to Snail and Slug. (A) Cell migration assay using MDA-MB-231, uninfected MCF-7 cells, and MCF-7 cells infected with control, Snail or Slug adenoviruses (white bars), treated with DMSO (light grey bars) or with 10 µM final of the TGF-beta inhibitors LY364947 (dark grey bars) or SB431542 (black bars) for 2 days. The X-axis represents the total number of cells in 10 fields. The data represents the average of three independent biological replicates (* T-test p-value ≤0.05, **T-test p-value ≤0.01). (B) Addition of TGF-beta inhibitor does not affect repression of cell junction molecules CDH1, DSP and CLDN4. MCF-7 cells were untreated or treated with control or Snail adenovirus, and with DMSO vehicle or SB431542 for 2 days. RNA was isolated and RT-PCR of cDNA with real-time quantitation was performed following normalization to GAPDH, and MCF-7 Day 0. The data represents the average of three independent biological replicates.

Components of the junctional complexes that join epithelial cells have been proposed to act as kinetic barriers to migratory and invasive growth in cancer [5], [50]. As the inhibitors employed here block acquisition of these properties, we asked whether they also impact repression of junctional complex components. Real-time PCR analysis of gene expression revealed that representative components of the adherens junction (E-cadherin), desmosome (Desmoplakin) or tight junctions (Claudin 4) were still repressed by Snail, despite the addition of TGF-beta inhibitors (Figure 5B). Thus, inhibition of the TGF-beta signaling pathway caused a decrease in cell migration that was not due to repression of cell junctional molecules by Snail.

## Discussion

EMT offers an attractive model to explain how epithelial cancer cells can change phenotype rapidly (yet reversibly) and migrate, leading to cancer metastasis [7]. The transcriptional repressors Snail and Slug are sufficient to induce EMT when expressed in epithelial systems [7], and so is triggering the TGF-beta signaling pathway [17], which can also stimulate Snail and Slug expression [14], [15], [46]. Here, we showed that Snail and Slug could in turn increase expression of the TGF-beta pathway members in a positive feedback mechanism, resulting in increased migratory properties of the cell. Further, we mechanistically dissected the roles for Snail and TGF-beta in eliciting EMT.

### Snail and Slug decrease the expression of differentiation-specific genes

Global gene expression profiling of normal and cancerous breast tissues have resulted in the molecular classification of breast cancer into luminal, basal, Her-2 enriched, claudin-low and normal breast-like groups [25]. These categories have been useful in predicting clinical parameters of disease including survival and response to treatment [25]. MCF-7 cells fall under the luminal A class, which is non-invasive, highly differentiated and positive for ER (Estrogen receptor) and PR (Progesterone receptor). Using GSEA, we found changes in a number of gene sets representing different breast cancer subtypes with significant p-values. However, when we performed GSEA by comparing the Control-treated cells to Snail and Slug treated cells, the Claudin-low gene set exhibited the most significant global p-value and the significantly large NES compared to all other cancer subtypes (Figures 2 and S4). These results indicate that the transformation in the transcriptome of MCF7 cells triggered by Snail/Slug expression, while complex, most closely resembles the claudin-low type (Figure 2). Snail and Slug expression in MCF-7 resulted in decreased expression of differentiation- specific molecules that make up the luminal A phenotype, and an increased claudin-low gene expression signature (Figures 2 and 3), which is triple negative (ER, PR and HER2 negative), highly invasive, and enriched with progenitor cell markers and a core EMT signature [51]. This is consistent with the model that indicates a close relationship between EMT and a CD44hi/CD24 lo/- stem cell phenotype (3, 50). 

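Genes of the basal class and of the HER2 amplicon were called as lists in few comparisons, and single members changed. EGFR, which basal tumors express, rose by 1.23 (standard error 0.12, adjusted p = 2.23e-09) with Snail and 1.44 (standard error 0.12, adjusted p = 1.20e-09) with Slug on day 1, and by 0.89 and 1.47 on day 4. Of 13 basal genes, 5 rose and 1 fell with Snail on day 4 and 3 rose and 1 fell with Slug (6, 1, 4 and 1 adjusted over the list alone). The member that fell was GABRP, a GABA receptor subunit, at -3.86 (standard error 0.14, adjusted p = 1.34e-19) and -2.75 (standard error 0.14, adjusted p = 7.46e-16). The basal list was called with Slug on day 2 alone (adjusted p = 0.0132, and an adjusted p of 0.108 with an estimated correlation, 0.0876 against untreated cells and 0.149 against all 9 control arrays). ERBB2, the gene of HER2, was lower with Snail on day 1, at -0.63 (standard error 0.11, adjusted p = 1.33e-04), and with Slug on day 4, at -1.07 (standard error 0.11, adjusted p = 8.69e-09). The lowest of its 3 probe sets was at -0.89 and -0.78 with Snail on days 2 and 4, and at -0.67 and -0.65 with Slug on days 1 and 2. The highest of the 3 stayed at -0.029 with Snail and 0.075 with Slug on day 4. Of the 7 genes of the HER2 amplicon, 2 fell with Slug on day 1 (3 adjusted over the list alone), where the list was called (adjusted p = 0.00413, and an adjusted p of 0.117 with an estimated correlation), and 4 fell on day 4 (adjusted p = 0.11). The progesterone receptor gene PGR was at -1.50 (standard error 0.12, adjusted p = 2.73e-11) with Snail and -1.34 (standard error 0.12, adjusted p = 3.03e-10) with Slug on day 4. Its other probe set was at -0.15 and -0.48. CD44 rose with Slug by 1.58 (standard error 0.12, adjusted p = 6.56e-12) on day 4 and had a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.0198) with Snail, although other probe sets of CD44 fell with Snail, the lowest being at -1.30. CD24 was at -0.81 (standard error 0.078, adjusted p = 4.10e-09) with Snail on day 1 and at -0.37 (standard error 0.078, adjusted p = 0.00315) with Slug, where the call was lost in 5 of 6 fits with 1 array left out. Of 13 progenitor genes, SOX2 was at -1.51 with Snail and -1.02 with Slug on day 1, PROCR at 1.00 and 0.66 on day 2, and the list was not called (lowest adjusted p = 0.147, 2 risen and 1 fallen with Slug on day 2, as many adjusted over the list alone).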

Several genes in the basal class were also similarly up or downregulated following Snail and Slug expression, whereas the overlap was much less with genes in the HER2 class (Figure S4). Overall, this indicates that Snail and Slug drive the transcriptome profile of MCF-7 cells from a luminal towards a claudin-low/basal phenotype, which is associated with poorer prognosis in the clinic [24], [32].

### Snail and Slug expression upregulates TGF-beta pathway markers

Breast cells with a CD44^+^/CD24^−/lo^ phenotype show increased expression of the ‘TGF-beta cassette’ group of genes and progenitor markers [34]. Following Snail and Slug expression, we also observed a strong upregulation of the TGF-beta pathway markers (Figure 3C–E). Specifically, there was an increase in *CTGF*, *SPARC*, *TAGLN*, *TGFB2* and *TGFBR2* (Figure 3C–E), which are important in the TGF-beta signaling pathway [19], [20], [39], [40], [42], [44]. The transforming growth factor beta family of receptors is evolutionarily highly conserved, and is hypothesized to play a dual role in cancer progression [20], both as a tumor-suppressor in the normal mammary gland [19], and tumor promoter in mouse models [52] and others.

Our data imply that Snail and Slug upregulated *TGFBR2* expression (Figure 3), and this was accompanied by elevated levels of histone H3K9 acetylation (Figure 4), a mark that is associated with transcriptionally active chromatin [47] across the promoter region of *TGFBR2*. Whether Snail or Slug can directly or indirectly induce *TGFBR2* transcription remains to be studied.

### Snail and Slug induce an EMT phenotype at least in part through the action of TGF-beta signaling

The EMT-like phenotype induced by Snail and Slug appears to consist of two complementary processes: upregulation of TGF-beta and early progenitor cell markers, and a downregulation of the cell-cell adhesion and differentiation specific markers. The resulting so-called ‘metastable’ phenotype [7] results in a cell that is highly motile, resistant to apoptosis and has decreased cell-cell adhesion, all of which are important in achieving cell migration. These processes have been previously shown to be stimulated by both Snail and Slug, as well as by TGF-beta signaling. TGF-beta itself influences the actions of Snail by both increasing expression [14], [22] and promoting Snail binding at target promoters through the coactivator Smads [21]. Our data indicated that Snail and Slug can in turn upregulate the TGF-beta pathway genes (Figure 3C–E).

We attempted to mechanistically separate the actions of Snail/Slug and TGF-beta in inducing EMT by treating MCF-7 cells concurrently with Snail, Slug or control adenovirus and small molecule inhibitors that interfered with the TGF-beta signaling pathway (Figure 5A). Our experiments indicated that while Snail or Slug by themselves caused a roughly three-fold increase in cell migration relative to the control cells, inhibition of TGF-beta signaling diminished this response to near background levels (Figure 5A). However, cell junctional components are still repressed by Snail expression, despite inhibition of the TGF-beta pathway (Figure 5 B). This is reminiscent of other studies [53], [54] that proposed two components of EMT: a morphologic branch and a gene expression branch. Here, inhibition of TGF-beta does not appear to affect the gene repression induced by Snail (Figure 5 B); however, the ability of cells to migrate is affected (Figure 5 A). This could potentially occur through the TGF-beta- Par6 polarity pathway [53], [54], but further studies are needed to test this. We suggest that there are two branches of the EMT phenotype: one that involves the transcription program, i.e. repression of cell junction molecules by Snail or Slug, and the other involving cell migration via TGF-beta and/or other pathways.

### Snail, Slug and EMT in breast tumors

EMT remains a highly controversial subject, with many pathologists rejecting the idea of a ‘transition’ in human breast tumors, while proponents of EMT have devised clever ways to demonstrate the phenomenon in mouse models [reviewed in [7]]. Whatever the case, there is no doubt that Snail and Slug remain positively correlated with highly migratory cells, both in the clinic and the laboratory [7], [10]. Thus, we can conceive of a model wherein epigenetic and/or environmental factors can trigger the expression of Snail and/or Slug in rapidly proliferating, differentiated tumor cells, resulting in (a) repression of differentiation specific genes and (b) activation of TGF-beta pathway and progenitor cell markers, leading to increased migration (Figure 6). The end result is a claudin-low phenotype, which is associated with highly invasive cancers that have a poor prognosis [24].

**Figure 6:**
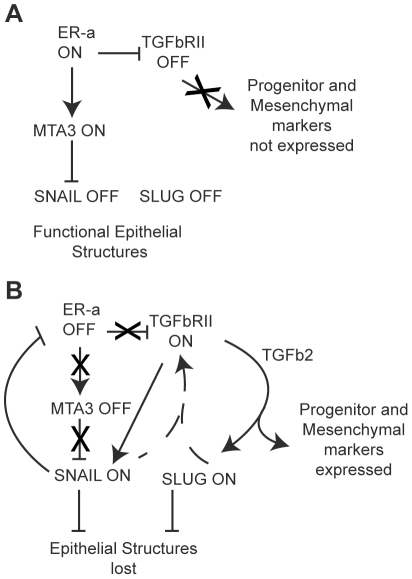
A role for Snail and Slug in upregulating TGF-beta during EMT. In normal breast cells, the TGF-beta pathway is active in keeping Estrogen receptor-alpha cells from proliferating. A) In cancer cells with a luminal phenotype (e.g. MCF-7), the TGF-beta pathway is downregulated, ER-alpha and MTA3 are expressed, and Snail expression is inhibited. This results in a differentiated and epithelial phenotype with well-preserved cell junctions, and the cells are adherent and non-migratory. B) During EMT, expression of Snail (and/or Slug) causes downregulation of ER-alpha and upregulation of the TGF-beta pathway. However, TGF-beta now serves a pro-metastatic role, and early progenitor markers are induced, resulting in a more ‘claudin-low’ morphology that is more mesenchymal and highly migratory.

Anti-estrogenic compounds like tamoxifen, which target estrogen receptor signaling, are widely used for treating breast cancer in the clinic [2]. While this has proved effective in reducing tumor cell proliferation, loss of estrogen receptor signaling can inadvertently increase Snail and TGF-beta signaling [30], resulting in increased cell migration and metastasis. Indeed, some breast tumors develop resistance to anti-estrogenic treatment. Our results suggest that the cell migration induced by Snail or Slug expression could be checked by addition of TGF-beta signaling inhibitors (Figure 5A). Therefore, the sequential treatments with estrogenic antagonists to control tumor growth and TGF-beta inhibitors to prevent metastasis may have therapeutic benefit.

## Materials and Methods

### Cell culture and adenovirus methods

Human breast carcinoma cell lines MCF-7 and MDA-MB-231 were obtained from the American Type Culture Collection (Manassas, VA) and cultured in DMEM/F-12 medium supplemented with 10% FBS at 37 degrees C in 5% CO_2_. Adenoviruses were prepared as described previously [35].

### RNA isolation, microarray methodology and data analysis

Following 0,1,2 and 4 days of infection with Snail, Slug or control (GFP-only) adenovirus, RNA was isolated from MCF-7 cells using Trizol (Invitrogen), cleaned through Qiagen columns and resuspended in DEPC-treated water. The RNA was checked for quality and processed using standard hybridization protocols for Affymetrix Human Genome U133 Plus 2.0 GeneChip® arrays (Affymetrix, Santa Clara, CA). Arrays were scanned with the Affymetrix Scanner 3000 and data obtained using GeneChip® Operating Software (GCOS; Version 1.4.0.036). The .*cel* files were background corrected and normalized using Robust Multi-array Average (RMA) method [55]. Principal Component Analysis (PCA) was performed on the background corrected and normalized data, for all probes and samples using the programming language R (www.r-package.org) to characterize the variability present in the data. In order to identify differentially expressed probes, one-way analysis of variance (ANOVA) was used to determine if there was a statistical difference between the means of the untreated, control adenovirus-treated, and Snail or Slug adenovirus-treated groups at each time point. The resulting p-values were adjusted for multiple testing using the Benjamini Hochberg method (false discovery rate) [56]. Probes were ranked based on their adjusted p-values and fold change. Probes that displayed a fold change of two-fold or greater in either direction, along with adjusted p-values less than 0.01 were selected for further analysis. An unsupervised hierarchical clustering of samples based on the differentially expressed probes at day 4 using the normalized data and average linkage clustering resulted in a clear separation between the Snail or Slug samples compared to controls. The microarray data is available at the GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi), accession code GSE29672. All our data is MIAME compliant.

### GSEA analysis

Gene set enrichment analysis (GSEA) is a computational method that determines whether an a priori defined set of genes (referred as ‘gene sets’) shows statistically significant, concordant differences between two biological states (e.g. phenotypes). To perform such functional analysis of microarray data, the GSEA utilizes thousands of annotated gene sets hosted within the Molecular Signatures Database (MSigDB). In this study, GSEA [33] was performed using the gene sets available in the MSigDB v3.0, with an additional 12 gene sets added to the MSigDB. Specifically, we added 10 genesets corresponding to 5 molecular breast cancer signatures (up/down regulated in Basal, Claudin-low, Normal-like, Her2 and Luminal) [24], where the signatures comprised of genes with 2.5 or greater fold change in a particular breast cell type compared to all the rest [24]. In addition, we generated 2 genesets using the genes that comprise the differentiated cell markers and TGF-beta cassette described in [34]. We performed GSEA by comparing gene expression profile of Snail/Slug to Control at each day (day 1, 2 and 4). Gene sets were ranked by their global p-value. The global p-value represents the tail probability from a density plot of normalized enrichment score values across all gene sets and all permutations. The geneset enrichment statistics was derived using the probe-level signal-to-noise ratio measurements. The significance test of geneset enrichment statistic was performed using 1000 random probe/sample permutations. The normalized enrichment scores across all genesets and all permutations were used to compute false discovery rate and global p-value.. We generated heat maps to visualize the expression differences in Snail, Slug and controls for the set of genes mentioned above.

### Real-Time PCR validation

We performed RT-PCR using the same RNA that was utilized in the microarray analysis. To quantify nascent RNA, RT-PCR with real-time quantitation was performed using an iCycler system (Bio-Rad) as previously described [35]. RT-PCR primer sets for *ESR1*, *XBP1*, *CDH1*, *OCNL*, *DSP*, *GATA3*, *TGFB2*, *TGFBR2*, *FN1* and *18S* were obtained from Qiagen (Quantitect primers). Primer DNA sequences for *TAGLN*, *SPARC*, *CTGF* and *CLDN7* are listed in Table S2.

### Immunoblotting

Antibodies utilized included Snail (Abcam; ab17732) and Actin (Chemicon; MAB1501). Immunoblotting was performed using standard protocols.

### Chromatin Immunoprecipitation Analysis (ChIP)

Chromatin Immunoprecipitation was performed as previously described (Dhasarathy et al., 2007) using antibodies against Histone H3K9 acetyl (Upstate 07-352) and Histone H3K9 trimethyl (Abcam ab8898-100). Precipitated DNAs were detected by real time PCR using specific primers for the *TGFBR2* promoter (Table S2).

### Cell migration assay

The inhibitors were obtained from Sigma. Boyden chambers were prepared with the lower chamber containing DMEM/F-12 media with 10% fetal bovine serum (FBS) as chemoattractant and overlaid with nucleopore track-etch membranes (Whatman, 13 mm diameter, 8 µm pore size) coated with Human Collagen IV (BD Biosciences, 354245). MCF-7 cells treated with or without adenovirus and with or without inhibitors [SB431542 (Sigma, S4317) or LY364947 (Sigma, L6293)] or DMSO for 2 days, were resuspended in media without FBS and 20,000 cells placed in the upper chamber on the coated membrane. After 24 hours of incubation in a 37°C CO_2_ incubator, the non-migratory cells on the membrane surface were removed. The membranes (with migrated cells on the other side) were fixed with 4% formaldehyde, stained with 0.5% Crystal violet and mounted on glass slides. Ten fields were counted using a 5× lens on a Zeiss Axiovert 200 M microscope (Zeiss Microimaging Inc.).

## Supporting Information

Figure S1 **PCA analysis.** Principal Component Analysis (PCA) was performed on the background corrected and normalized data, for all probes and all samples as implemented in the programming language R (www.r-package.org). We used unsupervised hierarchical clustering of samples based on the differentially expressed probes at day 4 using the normalized data and average linkage clustering. This analysis revealed clear separation between the Snail and Slug treated MCF-7 samples relative to control. PC#1 = first principal component, PC#2 = second principal component, PC#3 = third principal component.
(TIF)

Figure S2 **Snail and Slug do not influence the expression of each other in MCF-7 cells.** The expression of Snail (A) and Slug (B) was examined in MCF-7 cells 2 and 4 days after addition of Snail or Slug adenovirus, using RT-PCR of cDNA with real-time quantitation following normalization to GAPDH, MCF-7 Day 0 and control adenovirus. The data represents the average of three independent biological replicates.
(TIF)

Figure S3 **RT-PCR validation of genes that are uniquely regulated by Snail and Slug.** cDNA was prepared from the same RNA that was used in the microarray experiment, and RT-PCR with real-time quantitation was performed using an iCycler system (Bio-Rad) to measure the RNA fold change following normalization to 18 s, MCF-7 Day 0 and control adenovirus. (A) RT-PCR validation of genes that change in Snail- but not Slug-expressing cells and (B) RT-PCR validation of genes that change in Slug- but not Snail-expressing cells.
(TIF)

Figure S4 **GSEA analysis following Snail and Slug expression.** GSEA analysis comparing the genes that were upregulated (A, C and E) or downregulated (B, D and F) in our microarray samples to those from the normal breast class (A and B), Her2-positive (C and D) and basal (E and F) categories of breast tumors described in [24].
(TIF)

Figure S5 **Relative RNA levels of TGF-beta markers in MCF-7 and MDA-MB-231 cells.** Relative to MCF-7, the highly invasive cell line MDA-MB-231 shows increased expression of FN1, TGFB2, TGFBR2, CTGF and SPARC, but not TGFB1. RNA was isolated from MCF-7 and MDA-MB-231 cells, cDNA was prepared and RT-PCR with real-time quantitation was performed using an iCycler system (Bio-Rad) to measure the RNA fold change following normalization to 18 s. The data represents the average of three independent biological replicates.
(TIF)

File S1 **IPA analysis.** We obtained the genes list for each of the following comparisons using the criteria: absolute (fold)>2 and adjusted pvalue<0.01: Snail Day 1 Vs. Mock Day 1, Snail Day 2 Vs. Mock Day 2, Snail Day 4 Vs. Mock Day 4, Slug Day 1 Vs. Mock Day 1, Slug Day 2 Vs. Mock Day 2 and Slug Day 4 Vs. Mock Day 4. We used the gene list described above as in input to find significantly enriched canonical pathways for each of the six comparisons by employing Ingenuity Pathway Analysis (IPA) software (www.ingenuity.com). Genes that are associated with a canonical pathway in the Ingenuity Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway, and 2) Fisher's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone (File S1).
(PDF)

Table S1 **Microarray genes changing over time with fold change>2, p-value<0.01 (adjusted), following Snail and Slug expression.** Probes that displayed a fold change of two-fold or greater in either direction, along with adjusted p-values less than 0.01 following Snail and Slug expression.
(PDF)

Table S2 **List of primers used in study.**
(PDF)

# Supplementary material for: The Transcription Factors Snail and Slug Activate the Transforming Growth Factor-Beta Signaling Pathway in Breast Cancer
**Source:** PLoS One. 2011 Oct 20;6(10):e26514. doi: 10.1371/journal.pone.0026514
**Supplement:** File S1 — IPA analysis. We obtained the genes list for each of the following comparisons using the criteria: absolute (fold)>2 and adjusted pvalue<0.01: Snail Day 1 Vs. Mock Day 1, Snail Day 2 Vs. Mock Day 2, Snail Day 4 Vs. Mock Day 4, Slug Day 1 Vs. Mock Day 1, Slug Day 2 Vs. Mock Day 2 and Slug Day 4 Vs. Mock Day 4. We used the gene list described above as in input to find significantly enriched canonical pathways for each of the six comparisons by employing Ingenuity Pathway Analysis (IPA) software (www.ingenuity.com). Genes that are associated with a canonical pathway in the Ingenuity Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway, and 2) Fisher's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone (File S1).

Analysis Name: snail\_day1\_fold=2\_adjval=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

### View

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

### Filter Summary:

Consider only relationships where  
 (confidence = Experimentally Observed) AND  
 (data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity  
 Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes  
 (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

## Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

Analysis Name: snail\_day2\_fold=2\_adjpv=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

[View](#)

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

(confidence = Experimentally Observed) AND

(data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

## Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

**Nephrotoxicity**

Analysis Name: snail\_day4\_fold=2\_adjpv=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

### View

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

### Filter Summary:

Consider only relationships where  
 (confidence = Experimentally Observed) AND  
 (data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity  
 Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes  
 (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

## Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

**Nephrotoxicity**

Analysis Name: slug\_day1\_fold=2\_adjval=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

[View](#)

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

(confidence = Experimentally Observed) AND

(data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

**Top Tox Functions****Assays: Clinical Chemistry and Hematology**

**Cardiotoxicity**

**Hepatotoxicity**

**Nephrotoxicity**

Analysis Name: slug\_day2\_fold=2\_adjval=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

### View

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

### Filter Summary:

Consider only relationships where  
 (confidence = Experimentally Observed) AND  
 (data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity  
 Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes  
 (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

**Top Tox Functions****Assays: Clinical Chemistry and Hematology**

**Cardiotoxicity**

**Hepatotoxicity**

**Nephrotoxicity**

Analysis Name: slug\_day4\_fold=2\_adjval=0.01  
 Analysis Creation Date: 2011-05-23  
 IPA version: 9.0 (Release Date: 2011-05-20)  
 Content version: 3210 (Release Date: 2011-05-17)

## Analysis settings

[View](#)

Reference set: Human Genome U133 Plus 2.0 Array  
 Relationship to include: Direct and Indirect  
 Includes Endogenous Chemicals  
 Optional Analyses: My Pathways My List

Filter Summary:

Consider only relationships where

(confidence = Experimentally Observed) AND

(data sources = BIND OR BIOGRID OR ClinicalTrials.gov OR Cognia OR DIP OR Gene Ontology (GO) OR GVK Biosciences OR Ingenuity Expert Findings OR Ingenuity ExpertAssist Findings OR INTACT OR Interactome studies OR Kyoto Encyclopedia of Genes and Genomes (KEGG) OR MINT OR MIPS OR Obesity Gene Map Database OR TarBase)

## Top Networks

## Top Bio Functions

### Diseases and Disorders

### Molecular and Cellular Functions

### Physiological System Development and Function

## Top Canonical Pathways

## Top Molecules

## Fold Change up-regulated

## Fold Change down-regulated

## Top My Lists

## Top My Pathways

## Top Tox Lists

## Top Tox Functions

### Assays: Clinical Chemistry and Hematology

### Cardiotoxicity

### Hepatotoxicity

### Nephrotoxicity

# Supplementary material for: The Transcription Factors Snail and Slug Activate the Transforming Growth Factor-Beta Signaling Pathway in Breast Cancer
**Source:** PLoS One. 2011 Oct 20;6(10):e26514. doi: 10.1371/journal.pone.0026514
**Supplement:** Table S1 — Microarray genes changing over time with fold change>2, p-value<0.01 (adjusted), following Snail and Slug expression. Probes that displayed a fold change of two-fold or greater in either direction, along with adjusted p-values less than 0.01 following Snail and Slug expression.

TABLE S1

**Day**	**Snail Vs Control**	**Slug Vs Control**	**Common<br>(Snail and<br>Slug)**	**Snail<br>specific**	**Slug<br>specific**
1	975 (795 down +180<br>up)	107(46 down+ 61 up)	94	881	13
2	1658 (1281 down+377<br>up)	134(69 down+ 65 up)	111	1547	23
4	1559 (1210 down+349<br>up)	1551(1305 down+ 246<br>up)	886	673	665

# Supplementary material for: The Transcription Factors Snail and Slug Activate the Transforming Growth Factor-Beta Signaling Pathway in Breast Cancer
**Source:** PLoS One. 2011 Oct 20;6(10):e26514. doi: 10.1371/journal.pone.0026514
**Supplement:** Table S2 — List of primers used in study.

Table S2

RT-PCR primers	
CLDN7_RT_F	AGACTTTTATAACCCTTTGATCCCT
CLDN7_RT_R	GTACCCAGCCTTGCTCTCATT
CTGF_RT_F	TAGAGAAGCAGAGCCGCCT
CTGF_RT_R	AGAATTTAGCTCGGTATGTCTTCAT
SPARC_RT_F	TGTGACCTGGACAATGACAAGT
SPARC_RT_R	AAAGAGAGAATCCGGTACTGTG
TAGLN_RT_F	AAGAATGATGGGCACTACCGT
TAGLN_RT_R	AGCCCTCTCCGCTCTAACT
CLDN4-RT-F	GCAGTGCAAGGTGTACGACTC
CLDN4-RT-R	GCGGATTGTAGAAGTCTTGGA
ChIP Primers	
TGFBR2_ChIP_AF	CCCTAGCAAGAAAGGAAATTTGAA
TGFBR2_ChIP_AR	AGTCACCTGAATGCTTGTGCTT
TGFBR2_ChIP_1F	TTCTGATCTACTAGGGAAAACGT
TGFBR2_ChIP_1R	AGCCCCTCCGAGAGCTTT
TGFBR2_ChIP_2F	ATCCCACCGCACGTTCAGAAGT
TGFBR2_ChIP_2R	GACTGTCAAGCGCAGCGGAGA
TGFBR2_ChIP_3F	ACGCCTTGGCATGGATGGAT
TGFBR2_ChIP_3R	AGAACCATCAACTCCCTGAAGA
TGFBR2_ChIP_BF	TGAAGGTGGCATGGAGATGGA
TGFBR2_ChIP_BR	AAAAACGCCAAGAACGAAACACTA

How the deposited data were processed for this re-analysis (not part of the article)

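Transcripts were measured in MCF-7 cells on Affymetrix U133 Plus 2.0 arrays. There were 30 arrays in 10 groups of 3: untreated cells at day 0, and cells 1, 2 and 4 days after infection with the control, Snail or Slug adenovirus. The authors processed the scanned arrays with RMA and deposited 1 log2 value per probe set and array. The table holds 54675 probe sets, with values from 3.25 to 15.6 and array medians from 5.90 to 6.06. The version of the RMA software is not given. No column of other samples is present. The 62 control probe sets were left out, so that 54613 probe sets were tested. Of these, 41091 carry 1 gene symbol, 1801 carry several and 11721 none. Probe sets of several genes name no gene, and the remaining symbols cover 19777 genes, each described by its probe set with the highest mean over the 30 arrays.

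A linear model with 1 mean per group was fitted to all 30 arrays with limma 3.58.1 (lmFit and eBayes, 20 residual degrees of freedom) in R 4.3.3, with data.table 1.17.8 for the tables and statmod 1.5.0 for the robust fit. Snail and Slug were each compared with the control adenovirus of the same day and with each other, the control adenovirus with untreated cells, and the Snail or Slug effect at day 4 with that at day 2. Adjusted p are those of Benjamini and Hochberg over the probe sets of a comparison. A probe set was called at an adjusted p under 0.01 and a fold change of at least 2. Standard errors are those of the model, and SD are over the 3 arrays of a group. Untreated cells were taken at day 0 alone, so the control adenovirus and time cannot be separated in the comparison with them. Spots, brightness and background of the scans were not available, and the precision is that of 3 arrays per group.

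The 28 gene lists are TGF-beta induced genes, TGF-beta ligands, receptors and Smads, luminal differentiation, estrogen receptor target genes, tight junction, adherens junction and desmosome, epithelial regulators and surface genes, mesenchymal markers, extracellular matrix and its crosslinking, actin and smooth muscle contractile genes, YAP and TAZ target genes, basal markers, HER2 amplicon on 17q12, progenitor markers, EMT transcription factors, interferon-stimulated genes, p53 target genes, cholesterol biosynthesis, glycosphingolipid biosynthesis, aryl hydrocarbon receptor genes, NRF2 target genes, heat shock genes, neuregulin and ERBB signaling, cell cycle, integrins, proteases and their inhibitors, fibroblast markers, leukocyte markers, reference genes. They hold 551 symbols, of which 505 matched a probe set of 1 gene, and 49 stand in more than 1 list. The lists were written after the paper and File S1 had been read. They include genes that File S1 gives as changed, and these members are not independent evidence. A member is counted as risen or fallen at an adjusted p under 0.01 at any fold change, and again after adjustment over the list alone. Lists were tested with camera of limma at a preset correlation of 0.01 between genes, and the adjusted p is over the 28 lists and the 6 comparisons with control (other comparisons were adjusted in their own families). Camera with an estimated correlation was run beside it.

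Genes named in the text follow a rule set with the lists and comparisons. It takes every gene the paper names, the 10 largest rises and falls per comparison with control among called genes with all 3 arrays on one side of all 3 control arrays, the 10 highest and lowest between Snail and Slug, the 4 members of each list with the largest change among those past the adjusted p, and the genes of File S1, whose values had been seen. A few genes that lie outside it are named as chosen after their values were seen.

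The alternatives were a plain linear model without moderation, an F test over the 4 groups of a day, a fit of the compared groups alone, the replicate number as a block, dim probe sets left out, quantile normalization again, centring of arrays on their median, counting genes by the probe set with the highest mean or the largest change, an adjusted p under 0.05, a fold change of 1.5, a trend with robust moderation, untreated cells or all 9 control adenovirus arrays as comparator, fry for the lists, and each array left out in turn. Scaling to the poly-A spike-in controls and leaving out the arrays of day 4 were added after values were seen. The calls were also tested on simulated data with 50 probe sets changed at each of several fold changes: 100% of those changed 3-, 4- or 8-fold were called in each comparison with control, 0% of those changed 1.5-fold, and 0 of 54413 unchanged ones (limma). A list of 25 members raised by 0.3 was called, and 0 of 27 unchanged lists were. The simulated genes varied independently of each other, so this cannot show how often lists of correlated genes are called without an effect. The gene sets of the enrichment analysis in the paper, the RT-PCR, the immunoblots and the chromatin data were not available and were left out.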

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

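The tests of explanations in this part were chosen after the results were seen.

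The paper gives no count of transcripts that differ between control adenovirus and untreated cells. That comparison gave 4 called probe sets at day 1, all higher. Of all probe sets, 2609 had an unadjusted p under 0.05 in limma and 1337 of these were lower, but 0 of those lower were called. It gave 157 at day 2 (131 higher and 26 lower) and 3268 at day 4 (1472 higher and 1796 lower). Scaled to the spike-in controls, day 4 gave 422 higher and 7705 lower. The day 2 count rests on single arrays: it was 296 without control adenovirus replicate 1 and 102 without replicate 2.

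Of the 4 probe sets at day 1, 2 read RAP1A, a small GTPase, and rose by 9.12 and 10.11 on the log2 scale, and the others, which carry no gene symbol, rose by 9.75 and 1.03. These RAP1A values were chosen after they were seen. On all 27 infected arrays the 2 RAP1A probe sets read at least 14.8 and 15.0, against at most 5.81 and 5.12 on the 3 untreated arrays. The former lie near the highest value in the table and the latter below the median of all values, so the rises are best read as lower bounds. A rise of the RAP1A transcripts read by its other 2 probe sets is argued against, since the larger of their changes was 0.012. RNA carried by the adenoviruses stays open: the largest difference of a Snail or Slug group from the control group of the same day was 0.50, which decides nothing so near the top of the scale, and the probe and vector sequences were not available. No other biological explanation was tested.

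At day 4 the genes highest in control adenovirus cells over untreated cells included stress genes, named here after their values were seen: GDF15 (4.90), HMOX1 (4.18), ATF3 (3.50) and DDIT3 (3.27). The lowest included the replication genes GINS2 (-4.56) and MCM10 (-4.38). Of 18 genes induced by p53, 16 rose (median 1.35, adjusted p = 7.42e-15), and of 33 cell cycle genes 32 fell (median -2.33, adjusted p = 7.73e-35). A single outlying array is argued against, as the count was at least 3254 with any 1 array of the 2 groups left out. An interferon response to the virus stays open: 10 of 39 interferon genes rose and 11 fell. Time in culture and the virus cannot be told apart, because the number of untreated arrays at day 4 is 0.

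The 24 probe sets of the poly-A spike-in controls were higher on the Snail arrays of day 4 than on the control arrays by 0.89 (pooled SD 0.50, higher in 9 of 9 pairs of arrays). Part of this lies in 1 control array: without control replicate 3 of that day the difference was 0.53, and without any other of the 6 arrays it lay between 0.75 and 1.13. On average the control arrays of day 4 themselves lay above the untreated arrays, by 0.67 (pooled SD 0.46, higher in 7 of 9 pairs of arrays). Control replicate 3 read 7.90, below untreated replicates 1 and 2 (8.06 and 7.99). This is a signal in controls that the paper does not discuss. Brighter hybridization that RMA left in place is argued against by the hybridization controls. They differed by 0.0088 (pooled SD 0.17), and by -0.11 to 0.088 with 1 array left out. A brightness common to all probe sets of an array would be taken out by RMA and cannot be seen here. Human probe sets of the same range of intensity had a median difference of -0.037. RMA sets the arrays to a common distribution, which keeps this median near 0, so it cannot decide whether normalization shifted the spike-ins. More spike-in RNA, or less messenger RNA per total RNA in the Snail cells, stays open: the lowest difference among the 24 was 0.43 (0.15 without control replicate 3), and the amounts used are not given, so these cannot be told apart. The biological form of it, a lower messenger RNA content, is a hypothesis.

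The effects of Snail and Slug differed between day 2 and day 4 by a test of the difference itself (limma), planned with the other comparisons. For Snail, 1378 probe sets were called (402 higher and 976 lower at day 4 than at day 2), and 38 higher and 5876 lower when scaled to the spike-in controls. Among genes of the paper, the log2 difference was -1.39 for SNAI2, 1.36 for ITGA2, 1.73 for SPARC, 1.79 for CTGF, 1.07 for TAGLN, 1.79 for FN1 and -1.02 for PGR. For Slug, 1275 were called (236 higher and 1039 lower), and 55 higher and 245 lower when scaled to the spike-in controls. The log2 difference with Slug was -1.99 for SNAI2, -1.09 for CDH1, -1.21 for OCLN, -1.06 for CLDN4, -2.28 for CLDN7, -1.23 for XBP1 and 1.21 for FN1. These differences also hold the change of the control cells between the days.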

How the results depend on the processing

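Scaling to the spike-in controls, with its arrays left out in turn, and leaving out the arrays of day 4 were chosen after seeing the data. All other alternatives were planned.

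All 17 counts of called probe sets stayed within 1.5 times their value with a plain linear model, with the replicate number as a block (a check of pairing, under which all 168 list results and all 317 named gene values also kept direction and side of the threshold), with dim probe sets left out, quantile normalization again, arrays centred on their median, an adjusted p under 0.05, and trend with robust moderation. So did the 9 counts of the F test and the 10 of days 1 and 2 with the arrays of day 4 left out. No general pairing by replicate number was seen: the median correlation was 0.00013 for same-numbered and 0.00042 for differently numbered pairs. Of 135 same-numbered pairs, 22 correlated above 0.1, and the lowest stood at -0.25. As 16 of 30 arrays correlated best with their own number, pairing of some arrays is not excluded. With a fit of the compared groups alone, the count of control against untreated at day 2 was 96, and 14 others stayed within 1.5 times.

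In the order of days 1, 2 and 4, genes counted by the probe set with the highest mean gave 570, 1041, 1302 for Snail, 85, 196, 1353 for Slug, 164, 426, 327 for Snail against Slug, 1, 85, 1530 for control against untreated, 554 and 593 for the change of the Snail and Slug effects, and 76, 166, 791 for probe sets shared by Snail and Slug. With a fold change of 1.5 the counts were 2932, 5374, 7549 for Snail, 822, 2134, 7643 for Slug, 952, 2438, 3193 for Snail against Slug, 8, 709, 7954 for control against untreated, 3726 and 3356 for the change of the Snail and Slug effects, and 689, 1631, 4620 for probe sets shared by Snail and Slug. Both follow from their construction, fewer units and a lower threshold. With the probe set of largest change, control against untreated gave 1, 103 and 2085, and CD44 with Snail at day 4 reversed to -1.30.

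Against untreated cells, Slug gave 255 and 861 at days 1 and 2, Snail and Slug 6030 and 6575 at day 4, and the shared counts were 197, 581 and 4669. At day 4, G6PC3 with Snail reversed to -0.061, and with Slug CYP1B1 to 0.14, TGFB1 to -0.056 and TGFB2 to -0.11, while the p53 list was higher (adjusted p = 6.91e-06 with Snail and 4.11e-06 with Slug). Against all 9 control arrays, Slug gave 473 at day 1, Snail and Slug 4388 and 4751 at day 4, and the shared counts were 394 and 3158 at days 1 and 4. At day 2 with Slug, G6PC3 reversed to 0.38 and MCM2 to 0.016, near 0. The p53 list moved lower at day 1 (adjusted p = 0.0617 with Snail and 0.0275 with Slug) and higher at day 4 (0.00369 and 0.00277), and the cell cycle list was called higher at day 1 with Snail and Slug (1.91e-20 and 1.37e-27) and at day 2 with Slug (0.0075), and at day 2 with Snail its direction turned without a call (0.13). Over all alternatives the adjusted p ranged from 6.51e-06 to 0.0777 and 1.87e-09 to 0.0275 for the p53 list at day 1 with Snail and Slug, from 6.91e-06 to 0.732 and 4.11e-06 to 0.901 at day 4, and from 1.37e-27 to 0.631, 7.53e-16 to 0.148 and 5.87e-11 to 0.256 for the cell cycle list. Control cells themselves changed over the days, in these lists as well, so these comparators hold that change.

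Scaled to the spike-in controls, Snail at day 4 gave 15717 (111 higher and 15606 lower), Snail against Slug at day 4 9241, control against untreated 98 and 8127 at days 2 and 4, the change of the Snail and Slug effects 5914 and 300, and the shared count at day 4 2811. With 1 array left out, Snail at day 4 gave from 6561 (without control replicate 3 of that day) to 30446 (without control replicate 2). The median of all probe sets moved to -0.79 between Snail and Slug at day 4, to -0.64 in control against untreated at day 4 and to -0.70 in the change of the Snail effect.

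With 1 array left out, counts ranged over 993 to 1040, 1908 to 2092 and 2364 to 3262 for Snail, up to 159, 362 to 527 and 2644 to 2879 for Slug, 246 to 281, 696 to 799 and 585 to 798 for Snail against Slug, 3 to 5, 102 to 296 and 3254 to 3472 for control against untreated, 1105 to 1770 and 1197 to 1444 for the change of the effects, and 109 to 128, 286 to 386 and 1439 to 1855 for shared probe sets. Of 1008 list results 22, and of 1902 gene values 43, changed their side of a threshold, and none reversed.

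The lists of TGF-beta induced genes and of luminal differentiation kept direction and side in every alternative run. Over all lists, an estimated correlation ended 27 calls among 168 results and fry added 40, and the cause was not tested. The first principal component held 73.6% of the variance over the 1000 most variable probe sets and 34.8% with probe sets scaled to unit variance.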

Differences from the paper's values

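The text of the paper calls its counts genes and the legend of its Table S1 probes, at an adjusted p under 0.01 and a 2-fold change. The counts here are of probe sets at the same thresholds. At day 2 with Slug, 402 (the paper's 134) were called, 257 (the paper's 69) lower and 145 (the paper's 65) higher, and 314 (the paper's 111) were shared with Snail. At day 4, 2801 (the paper's 1559) were called for Snail and 2669 (the paper's 1551) for Slug, 2286 (the paper's 1210) and 2246 (the paper's 1305) of them lower, 423 (the paper's 246) higher with Slug, and 1608 (the paper's 886) shared.

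Counting genes by the probe set with the highest mean, an alternative set before the data were examined, brings all of these within 1.5 times the paper's except the genes lower with Slug at day 2 (123): the values are 196 changed, 73 higher and 166 shared at day 2, and 1302 and 1353 changed, 1015 and 1161 lower, 192 higher and 791 shared at day 4. It takes Snail outside 1.5 times the paper's at days 1 and 2, where the counts of probe sets lay within it: 570 changed (the paper's 975), 466 lower (the paper's 795) and 104 higher (the paper's 180) at day 1, and 1041 (the paper's 1658), 793 (the paper's 1281) and 248 (the paper's 377) at day 2. The probe set with the largest change brings within it the counts of day 4 (1902, 1837, 1545, 1576, 261 and 1153) and the genes higher with Slug at day 2 (90), not the other counts of day 2. Quantile normalization again does so for the genes lower with Slug at day 4 (1847), and centring arrays on their median for those higher (346), as does scaling to the spike-in controls (341), which was chosen after seeing the values. The other alternatives do not.

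File S1 gives 120 fold changes, of which 111 match a gene here, and 24 of these differ. Fold changes of genes are negative where the gene is lower. On day 1 they are IL11 1.22 (the paper's 6.600) and CYB5A -5.99 (the paper's -9.870) with Snail, and IL11 1.19 (the paper's 6.820), TGFB1 1.15 (the paper's 3.260) and BAG1 -1.41 (the paper's -2.460) with Slug. On day 2 they are IL11 1.58 (the paper's 10.300), TGFB1 1.503 (the paper's 7.110), CLDN3 -9.60 (the paper's -22.250), PRLR -1.33 (the paper's -16.010) and CYB5A -8.69 (the paper's -15.130) with Snail, and IL11 1.74 (the paper's 8.580), TGFB1 1.13 (the paper's 6.820), RNF144B -1.12 (the paper's -3.210), SLC26A2 -1.40 (the paper's -2.760) and TSGA10 1.12 (the paper's -2.730) with Slug. On day 4 they are IGFBP7 5.45 (the paper's 24.020), CALD1 2.22 (the paper's 16.790), COL5A1 5.89 (the paper's 9.210), CEACAM1 1.15 (the paper's -23.720) and CLDN3 -6.31 (the paper's -16.950) with Snail, and IGFBP7 3.14 (the paper's 13.820), BCAT1 1.81 (the paper's 6.960), CEACAM1 1.196 (the paper's -14.740) and CLDN3 -4.31 (the paper's -9.730) with Slug. With the probe set of largest change, an alternative set before the data were examined, 18 of the 24 fall within the paper's, and TGFB1, TSGA10 and CEACAM1 do not under any alternative. CYB5A with Snail at day 2 also does against untreated cells and without Snail replicate 2 of that day, and COL5A1 with Snail at day 4 after quantile normalization again and without Snail replicate 2 of that day. The other alternatives do not. Of the values that differ, 12 carry a star in File S1 and 12 do not, and what the star stands for is not stated in the file. The fold changes listed there for TGFB1 equal those of TGFBI here, whose log2 fold changes are given with the TGF-beta genes. CEACAM1 is listed there as including other genes, and its fold changes equal those of CEACAM5 here (log2 -4.57 with Snail and -3.88 with Slug at day 4). The difference for CEACAM1 therefore lies in the gene name.

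The paper states, from RT-PCR at days 2 and 4, that Snail and Slug did not influence the expression of each other. On the arrays, SNAI2 was higher with Snail on day 1 (0.99) and day 2 (0.98) and did not pass on day 4 (-0.41), and SNAI1 passed with Slug on day 4 alone (0.54), a call lost in a fit of the compared groups alone, with arrays centred on their median and with single arrays left out. SNAI1 did not pass with the Snail adenovirus itself (0.025, 0.10 and 0.27 on days 1, 2 and 4), so what its probe set reads is uncertain. The same holds for the probe set of SNAI2. With the Slug adenovirus itself it did not pass on day 1 (0.45), rose on day 2 (0.83) and was lower on day 4 (-1.16).

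The paper states, from arrays and RT-PCR, that genes of the TGF-beta pathway were raised by Snail and by Slug and describes SPARC among them. Only array values were available here. SPARC did not pass with Slug on any day (0.19 on day 4), while CTGF, TAGLN, TGFB2, TGFBR2 and FN1 passed with both factors on day 4. The control and Slug values of SPARC lie far below the median of all probe sets. The arrays therefore decide little about SPARC with Slug, and this need not be a disagreement with the RT-PCR.

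The paper lists G6PC3 and TCF3 among the genes of Slug and measured such genes by RT-PCR on the same RNA. The RT-PCR values were not available, so the array values here stand beside another measure. G6PC3 did not pass with Slug and rose with Snail on day 4 (0.90, which reversed to -0.061 against untreated cells and did not pass against all 9 control arrays, 0.20), and TCF3 was lower with Slug on day 4 (-0.42). G6PC3 with Slug passed on day 4 with arrays centred on their median (-0.37), against untreated cells (-1.25), against all 9 control arrays (-0.995, and on day 2) and without control replicate 3 of day 4 (-0.49). TCF3 with Slug passed on day 2 with arrays centred on their median (-0.37), against untreated cells (-0.40) and without control replicate 2 of that day (-0.39), and on day 1 against all 9 control arrays (0.37).

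The paper lists p53, neuregulin, interferon and ERK5 signaling as unique to Slug, and steroid and glycosphingolipid synthesis, tight junction and aryl hydrocarbon receptor signaling as unique to Snail. It took them from Ingenuity pathway analysis of genes changed at least 2-fold. The lists here have other members, another test and no fold threshold, and cholesterol synthesis stands for steroid synthesis, so the 2 are not like for like. The list of aryl hydrocarbon receptor genes was called in the main analysis with Snail alone, that of tight junctions with both factors, and no list of ERK5 genes was made. Both Snail calls of the aryl hydrocarbon receptor list were lost against untreated cells (adjusted p = 0.0821 on day 1 and 0.922 on day 4). That of day 4 was also lost against all 9 control arrays. With Slug the aryl hydrocarbon receptor list was called lower against all 9 control arrays on day 1 (adjusted p = 0.00391), with fry on days 1 and 4 (0.0116 and 3.08e-08) and on day 4 with single arrays left out. The lists here of p53 targets on days 1 and 2 and of interferon genes on all days were called with Snail as well, that of cholesterol synthesis with Slug as well, and those of neuregulin and glycosphingolipid genes in no comparison with control. With an estimated correlation the calls of p53 targets with Snail (adjusted p = 0.0777 and 0.0541 on days 1 and 2), of interferon genes on day 1 with Snail (0.254) and Slug (0.0958), and of cholesterol synthesis with Slug on days 2 and 4 (0.141 and 0.256; with Snail 0.156 and 0.171) were lost, and against all 9 control arrays the p53 targets with Snail were not called on day 1 or 2 (0.0617 and 0.1). The neuregulin list was called higher for Slug at day 2 with dim probe sets left out (adjusted p = 0.0255), after quantile normalization again (0.0436), against untreated cells (5.79e-04), against all 9 control arrays (0.0168), without control replicate 2 or Slug replicate 2 of that day (0.0188 and 0.0334), and with fry at days 1 and 2 (0.0273 and 2.77e-05). The glycosphingolipid list was called lower for Snail at day 4 with fry (0.0451). All of these were set before the data were examined, and the adjusted p of the neuregulin list for Slug at day 2 ranged from 2.77e-05 to 0.117 and that of the glycosphingolipid list for Snail at day 4 from 0.0451 to 0.961 over them. For the other factor the adjusted p also went below 0.05 in places. It ranged from 0.0022 to 0.923 for the neuregulin list with Snail at day 2, and from 0.00352 to 0.937 for the glycosphingolipid list with Slug at day 4.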

Other observations

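Other groupings of the same arrays were counted after the results were seen. For a comparison of 3 with 3 arrays there are 10 groupings, too few for a share under 0.05. The real grouping called 1006, 1946 and 2801 probe sets for Snail at days 1, 2 and 4, 147, 402 and 2669 for Slug, 270, 717 and 666 for Snail against Slug, and 4, 157 and 3268 for control against untreated. The highest count of any other grouping was 0, 0 and 4 for Snail, 0, 0 and 0 for Slug, 0, 0 and 1 for Snail against Slug, and 0, 0 and 3 for control against untreated (limma). In each of these 12 cases 1 of 10 groupings, the real one, reached the real count. For the number of lists called, the real and the highest other values were 17 and 14, 16 and 17, and 17 and 15 for Snail at days 1, 2 and 4, and 17 and 13, 17 and 16, and 14 and 11 for Slug, with 2 groupings at or above the real value for Snail at day 2 and 1 in the other cases. Some mixed groupings thus called nearly as many lists as the real one, so the number of lists called does not by itself show an effect of Snail or Slug.

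For probe sets shared by Snail and Slug, 100 groupings of the arrays of the 3 viruses were drawn. The real counts of 120, 314 and 1608 at days 1, 2 and 4 were reached by 4, 4 and 1 of 100 (the real one included), with a highest other count of 402, 879 and 474. In the groupings with 402 and 879, which call several times the real count, all 3 arrays taken as control came from 1 virus other than the control, which points to the viruses as a structure of the samples. Such groupings keep the effects of the viruses, so these shares do not settle whether chance can be excluded.

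For the change of the effects between day 2 and day 4, 16 of 100 groupings reached the 1378 of Snail (highest other 8163) and 15 of 100 the 1275 of Slug (highest other 5495). In the grouping with 8163 the days of all 6 Snail arrays were exchanged and those of the control arrays kept, and in that with 5495 arrays of both days carried the other day's label, 8 of 12 in all, which points to the difference between the days as a structure of the samples. Such groupings keep that difference, so these shares do not settle whether chance can be excluded either.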
